# Quantitation of TGF-β proteins in mouse tissues shows reciprocal changes in TGF-β1 and TGF-β3 in normal vs neoplastic mammary epithelium

**DOI:** 10.18632/oncotarget.9416

**Published:** 2016-05-17

**Authors:** Kathleen C. Flanders, Yu-an Yang, Michelle Herrmann, JinQiu Chen, Nerissa Mendoza, Amer M. Mirza, Lalage M. Wakefield

**Keywords:** TGF-β isoforms, protein, quantitation, mouse tissues, mammary gland

## Abstract

Transforming growth factor-βs (TGF-βs) regulate tissue homeostasis, and their expression is perturbed in many diseases. The three isoforms (TGF-β1, -β2, and -β3) have similar bioactivities in vitro but show distinct activities in vivo. Little quantitative information exists for expression of TGF-β isoform proteins in physiology or disease. We developed an optimized method to quantitate protein levels of the three isoforms, using a Luminex® xMAP®-based multianalyte assay following acid-ethanol extraction of tissues. Analysis of multiple tissues and plasma from four strains of adult mice showed that TGF-β1 is the predominant isoform with TGF-β2 being ~10-fold lower. There were no sex-specific differences in isoform expression, but some tissues showed inter-strain variation, particularly for TGF-β2. The only adult tissue expressing appreciable TGF-β3 was the mammary gland, where its levels were comparable to TGF-β1. In situ hybridization showed the luminal epithelium as the major source of all TGF-β isoforms in the normal mammary gland. TGF-β1 protein was 3-8-fold higher in three murine mammary tumor models than in normal mammary gland, while TGF-β3 protein was 2-3-fold lower in tumors than normal tissue, suggesting reciprocal regulation of these isoforms in mammary tumorigenesis.

## BACKGROUND

Transforming growth factor-β (TGF-β) proteins are widely expressed and are critical regulators of embryonic development and normal adult tissue maintenance [1]. Dysregulation of the TGF-β pathway is implicated in many diseases including cancer, fibrosis and autoimmunity [2, 3]. Different approaches to therapeutic targeting of TGF-β activity are under development, particularly in fibrotic disorders and cancer [3]. However, little quantitative information is available about the relative levels of TGF-β proteins in normal or diseased tissues due to difficulties in measuring these low abundancy proteins in complex biological samples.

All TGF-βs are synthesized as larger precursor proteins that are cleaved intracellularly, and the upstream pro-regions (known as the “latency-associated peptides” or LAPs) remain non-covalently associated with the mature TGF-βs after secretion. This feature renders them biologically latent until an activation signal is received which releases the mature protein in a form that can bind to the signaling receptors [4]. Mammals express 3 highly conserved TGF-β isoforms, TGF-β1, TGF-β2, and TGF-β3, which have 70-80% identity in the amino acid sequences of their mature active domains [5]. Even though the primary sequences of the mature active isoforms are so similar, there are structural differences between them. NMR studies show that the α3-helical region of TGF-β3 is more disordered than it is in TGF-β1, with TGF-β3 adopting a more “open” flexible conformation in solution, while TGF-β1 predominantly exists in a “closed”, more rigid state [6]. These conformational differences may lead to differential interactions of TGF-β1 and TGF-β3 with unidentified binding proteins, that then affect binding to the signaling receptors [6]. Additionally, TGF-β2 uniquely requires a co-receptor, the type III TGF-β receptor beta-glycan, for presentation to the signaling receptors [7]. Both effects may lead to isoform-specific responses.

While the three TGF-β isoforms generally have similar bioactivities *in vitro* [8], they show distinct activities *in vivo*, as genetic knockout of each isoform generates mice with a unique phenotype (reviewed in [9]). Depending on the background strain, some TGF-β1 null mice die during embryogenesis due to angiogenic defects, while others die shortly after weaning from an autoimmune-like inflammatory disease. TGF-β2 null mice exhibit developmental defects in a number of organs and die just before birth, while TGF-β3 null mice die immediately after birth from an inability to nurse due to cleft palate. These different phenotypes could represent different temporo-spatial patterns of expression of the three isoforms, or they could reflect intrinsically different biological activities. This issue was addressed through generation of mice where the coding sequence of active TGF-β3 was knocked into the TGF-β1 locus with retention of the TGF-β1 LAP, to preserve patterns and levels of expression and activation [10]. Some defects of the TGF-β1 knockout mice were fully rescued by TGF-β3 in the chimeric mice, while others were not, suggesting there may be intrinsic differences in biological activity between the isoforms.

A striking example of TGF-β isoform-specific activities occurs in cutaneous wound healing. In contrast to wounds made in adult tissues, wounds made in mammalian embryos heal without scarring, and this embryonic wound healing is associated with high levels of TGF-β3 and low levels of TGF-β1 and -β2 [11, 12]. When cutaneous wounds made in adult rodents are treated with TGF-β3 they heal with reduced scarring and inflammation [13], suggesting that TGF-β3 can oppose the well-documented pro-desmoplastic effects of TGF-β1 *in vivo*. This raises the issue of whether isoform-selective agents might be more efficacious than pan-TGF-β inhibitors in treating certain diseases, such as those with a prominent fibrotic component.

Given these differences in isoform activity, we felt it was important to accurately determine the quantity of TGF-β isoform proteins present in tissues under both physiologic and pathological conditions. Since both TGF-β1 and -β3 are subject to extensive translational regulation [14, 15], mRNA levels of these isoforms may not correspond directly to protein levels. While the quantitation of TGF-βs in simple biological samples such as serum-free cell-conditioned media is straightforward, the generally low levels of TGF-β in tissues pose problems for accurate quantitation due to the high background of more abundant cellular proteins, and the propensity of this highly hydrophobic protein to bind non-specifically to other macromolecules and inorganic surfaces. Furthermore, TGF-β is synthesized and secreted as a biologically latent form [4] which must be activated to be detectable in existing bioassays and immunoassays. Many detergent-based tissue extraction methods do not activate TGF-β adequately, and when tissue extracts are transiently treated with acid to make the TGF-β detectable there is often loss of protein through precipitation.

The first step in the original isolation and purification of TGF-β protein from tissues was acid-ethanol extraction [16]. This method allows extraction of acid-stable proteins in high yield and free of the bulk of the other tissue constituents. TGF-β isoform proteins have been quantitated in such tissue extracts using custom sandwich ELISA assays [17, 18]. The development of Luminex® xMAP®-based multianalyte profiling technology allows simultaneous quantitation of the three TGF-β isoforms in a sample. Here we show that the acid-ethanol extraction step, while labor-intensive, is necessary for accurate quantitation of total TGF-β protein in tissue extracts and we establish an optimized protocol. We quantitated the TGF-β isoforms in normal mouse tissues and plasma, assessing strain- and sex-specific differences, to establish baseline expression in adult tissues. We also identified novel isoform-specific changes in TGF-β expression in three mouse mammary tumor models.

## RESULTS

### Optimization of extraction method

Acid-ethanol extraction was the first step used in the original isolation and purification of TGF-β from tissues [16, 19]. This method minimizes proteolytic activity and extracts acid-stable proteins in high yield [16], but it is a labor-intensive, multi-step protocol. Furthermore, homogenization of frozen tissue directly into acid-ethanol caused protein to precipitate on the outside of the tissue fragments. To determine whether there might be a better extraction method for archived frozen tissue samples, we homogenized frozen kidneys directly in RIPA buffer, T-PER buffer or Tris-HCl (pH 7.5). Similar methods have previously been used to prepare tissues for TGF-β measurements [20–22]. A portion of the RIPA homogenate was then further extracted with acid-ethanol, dialyzed, lyophilized and resuspended as described in Materials and Methods. The amount of TGF-β1 present in the original sample was determined using the Luminex-based multiplex TGF-β assay on serial dilutions of the various extracts (Figure 1A). Extraction with Tris-HCl showed significantly lower amounts of TGF-β than extraction with either RIPA or T-PER. Furthermore, dilution of samples extracted with RIPA or T-PER alone resulted in an increase in the calculated ng TGF-β1/g tissue (coefficient of variation from 24-32% over an 8-fold dilution range), suggesting there are sample matrix effects that generate systematic errors in quantitation with these methods. Acid-ethanol extraction of the RIPA homogenate, followed by dialysis for solvent exchange, stabilized the TGF-β1 value (coefficient of variation of 6.4%), making results independent of sample dilution. Since TGF-β levels differ widely between tissues (see later), we believe the acid-ethanol step is necessary for accurate TGF-β quantitation, as different tissues must be assayed at very different dilutions to fall within range of the standard curve. Without the acid-ethanol step, the matrix effects in the sample extracts are most pronounced at lowest sample dilutions and will have a disproportional impact on samples with low TGF-β expression. The amount of TGF-β1 in frozen kidney homogenized in RIPA and extracted in acid-ethanol (38.2 ng/g tissue) was similar to that found in fresh kidney extracted directly into acid-ethanol (42.4 ng/g tissue) suggesting that prior homogenization in RIPA buffer overcomes the sample losses previously associated with direct homogenization of frozen tissues in acid-ethanol.

**Figure 1:**
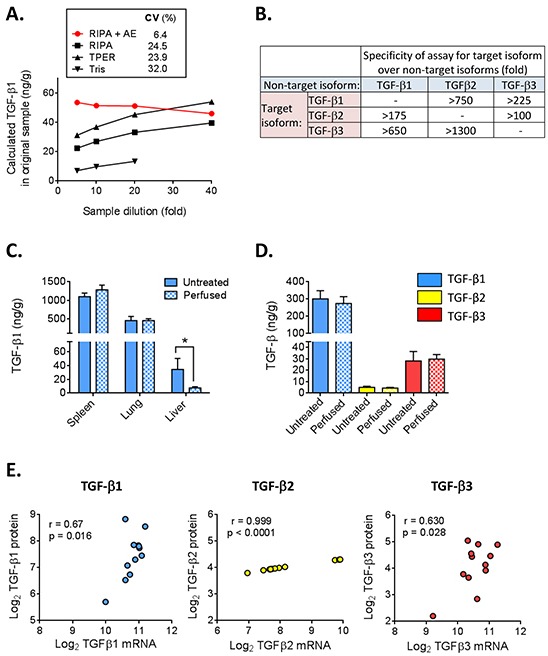
Optimization and characterization of TGF-β 1, 2, and 3 multiplex assay for tissue extracts **A.** Frozen mouse kidney was lysed in RIPA, T-PER or Tris buffer and a portion of the RIPA extract was further treated with acid-ethanol (AE), dialyzed and lyophilized as described in Methods. TGF-β1 levels were measured in extracts prepared by the different methods at 4 different sample dilutions. The calculated TGF-β1 concentration in the original tissue sample is plotted for each dilution. Ideally, results should be independent of sample dilution. CV (%) represents the coefficient of variation across the dilutions for each extraction method. **B.** Estimation of assay specificity using a high concentration (50 ng/ml TGF-β1, 25 ng/ml TGF-β2 and 92 ng/ml TGF-β3) of the purified non-target TGF-β isoforms to assess cross-reactivity. **C.** TGF-β1 levels in tissues isolated from untreated or transcardially-perfused BALB/c mice. Values are mean ± standard deviation (n=4/tissue) *p<0.05. **D.** TGF-β isoform levels in 4T1 mammary tumors harvested from mice that underwent cardiac perfusion or mice that were not perfused. Values are mean ± standard deviation (n=5). **E.** Correlation of TGF-β isoform protein levels with TGF-β mRNA levels for 12 different murine tumor models. Results are plotted as the median value of each parameter for each model. The Pearson correlation coefficient (r) and p-value for the correlation are given.

Platelets are the most concentrated source of TGF-β1 *in vivo* and contain approximately 40-100x more TGF-β1 than most cells [23]. To determine if residual blood present in tissue samples would contribute significantly to TGF-β levels, normal spleen, lung and liver, as well as tumors from orthotopically-implanted 4T1 mammary carcinoma cells were harvested either with or without cardiac perfusion of the mice with PBS to clear residual blood from all tissues. Figure 1C shows that TGF-β1 levels were similar in perfused and non-perfused spleen and lung, but were significantly decreased in perfused liver. The liver contains 10-15% of the body's blood volume and removal of this blood with its high concentration of TGF-β1 largely accounts for the reduced amount of TGF-β1 in the perfused liver. Mammary tumors contain relatively high levels of all 3 TGF-β isoforms which were not significantly altered by perfusion (Figure 1D). Since perfusion will be impractical in many experimental settings, mice were not perfused before tissue isolation in our subsequent studies. However, if organs with a particularly high blood volume and a low intrinsic TGF-β1 content are the focus of a study, perfusion should probably be performed.

### Detection limits, specificity and correlation of protein with mRNA levels

The detection limits of the assays were 0.6, 0.3 and 1.0 ng/g tissue for TGF-β1, TGF-β2 and TGF-β3 respectively, while the detection limits for plasma were 72, 35 and 120 pg/ml. Thus, the TGF-β3 assay is approximately two-fold less sensitive than the TGF-β1 and TGF-β2 assays. Using purified TGF-β isoforms, we tested the specificity of the assays for each target isoform (Figure 1B). The cross-reactivity of TGF-β1 with assays for TGF-β2 and TGF-β3 is particularly important to assess because of the much higher abundance of the TGF-β1 isoform. A high level of specificity was observed, with cross-reactivity with the TGF-β1 isoform being <0.6% in the TGF-β2 assay and <0.15% in the TGF-β3 assay.

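Signal was measured in 48 mammary tumors, 4 from each of 12 mouse models, with a separate Affymetrix array for every tumor. The models 4T1, D2A1, EMT-6, F311 and TS/A-E1 are BALB/c models of spontaneous origin, 6DT1, HRM-1, M6, MVT-1 and Met-1 are FVB/N models of engineered origin, E0771 is a spontaneous C57BL/6 model and R3T is an engineered 129Sv model. Gene expression differed widely among them, with 14031 of 19938 genes passing limma's F-test across the 12 models at an adjusted p under 0.05. Wnt1, a secreted growth factor and mammary oncogene, had a log2 signal of 10.14 ± 0.10 (SD, n = 4) in TS/A-E1 tumors and at most 5.33 on average in any other model (adjusted p = 4.1e-39). Tslp, an epithelial cytokine, reached 10.06 ± 0.25 (SD, n = 4) in 4T1 tumors and at most 5.96 elsewhere. Sox11, a transcription factor of embryonic development, reached 9.26 ± 0.31 (SD, n = 4) in M6 tumors and at most 5.61 elsewhere. Nxf3 and Crmp1 were highest in E0771 tumors, at 10.57 ± 0.32 and 10.09 ± 0.22 (SD, n = 4), with 4.81 and 5.97 in the next models. Myc was highest in HRM-1 tumors, at 12.75 ± 0.10, and lowest in Met-1 tumors, at 10.44 ± 0.16 (SD, n = 4, adjusted p = 1.2e-10). Of 17 genes of luminal epithelium, 16 differed among the models, as did 14 of 14 genes of fibroblasts and matrix and 11 of 11 macrophage genes, against 6 of 10 basal and myoepithelial, 7 of 12 endothelial, 7 of 11 neutrophil and 0 of 8 adipocyte genes. These counts were the same when adjusted over the list alone. The shares were not compared between lists by a test. Of 6 milk protein genes 3 differed and of 6 B cell genes 1 (2 and 0 when adjusted over the list alone). Genes of adipocytes and of B cells varied among tumors of 1 model: the mean log2 signal of 8 adipocyte genes, taken relative to the median of all tumors, was 4.32 in 6DT1 replicate 3 and -1.17 in 6DT1 replicate 4, and that of 6 B cell genes was 4.61 in F311 replicate 1 and -0.24 in F311 replicate 4. A score above 2.5 was reached in 9 tumors, and without them 14317 genes differed among the models, a setting chosen after the data were seen. The values are the authors' processed log2 signals per transcript cluster, from 3.49 to 14.12, with array medians of 6.76 to 6.99. They were used as deposited, and the paper's text does not name the normalization. Each gene was represented by its transcript cluster with the highest mean. The gene lists, the tests and the alternatives were set before the data were examined, except where a later choice is stated. Array signal saturates and includes background, and the number of tumors limits the precision of each value.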

To determine to what extent TGF-β protein levels correlate with mRNA levels, we compared TGF-β isoform mRNA levels determined using Affymetrix microarrays (4 tumors/model) with protein levels assessed by acid-ethanol extraction (5 independent tumors/model) for a total of 12 different mouse tumor models representing a range of TGF-β levels, and plotted the median values for each model and approach (Figure 1E). The correlation between mRNA and protein levels for TGF-β2 was high, but large increases in TGF-β2 mRNA were associated with very small increases in protein levels. In contrast, mRNA and protein were more weakly correlated for TGF-β1 and TGF-β3, but the relationship between increases in protein and increases in mRNA gave slopes closer to 1. 

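TGF-β2 mRNA (Tgfb2, gene ID 21808, transcript cluster 10360920) was high in 3 models and low in the other 9. Its mean log2 signal was 10.00 ± 0.31 in D2A1, 9.48 ± 1.07 in F311 and 9.43 ± 0.64 in Met-1 tumors (SD, n = 4 each). The other means ran from 6.91 ± 0.26 in E0771 to 8.25 ± 0.51 in 4T1 tumors (SD, n = 4 each). The model medians ran from 6.94 in E0771 to 9.91 in D2A1, a range of 2.97 on the log2 scale or 7.83-fold, against a pooled SD of 0.53 within models. The widest step between neighboring medians was 1.60 or 3.03-fold, from 8.13 in 4T1 to 9.73 in Met-1. Differences among models made up 79.4% of the variance of Tgfb2 (adjusted p = 3.4e-09 from limma's F-test). A permutation test that moved the tumors over the models gave p = 1e-05, the smallest that 100000 resamples can give. Against 4T1, another BALB/c model, D2A1 was higher by 1.74, with every D2A1 tumor above every 4T1 tumor (exact permutation test, 2-sided p = 0.0286, the smallest that 4 tumors against 4 allow). F311 was higher than 4T1 by 1.23 (standard error 0.37, adjusted p = 0.015 from limma), but its tumors overlapped those of 4T1 (exact permutation test, 2-sided p = 0.114). F311 replicate 1 had a Tgfb2 signal of 7.95 and replicates 2, 3 and 4 had 9.54, 10.24 and 10.20. Met-1 replicate 2 had 8.47 and the other Met-1 tumors had at least 9.71. These low tumors of F311 and Met-1 also had high B cell scores, 4.61 and 4.56, and high adipocyte scores, 3.87 and 2.66. The call for F311 against 4T1 was lost without 4T1 replicate 4 (adjusted p = 0.059), F311 replicate 3 (0.082) or F311 replicate 4 (0.080). It was also lost with only these models in the limma fit (0.167). Without the tumors rich in host tissue the difference was 1.96 (adjusted p = 0.00024), with 2 F311 and 3 4T1 tumors left. The F311 tumors left out there, replicates 1 and 2, had the lowest Tgfb2 of the model, so this value does not offset the lost calls.

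**Figure D1:**
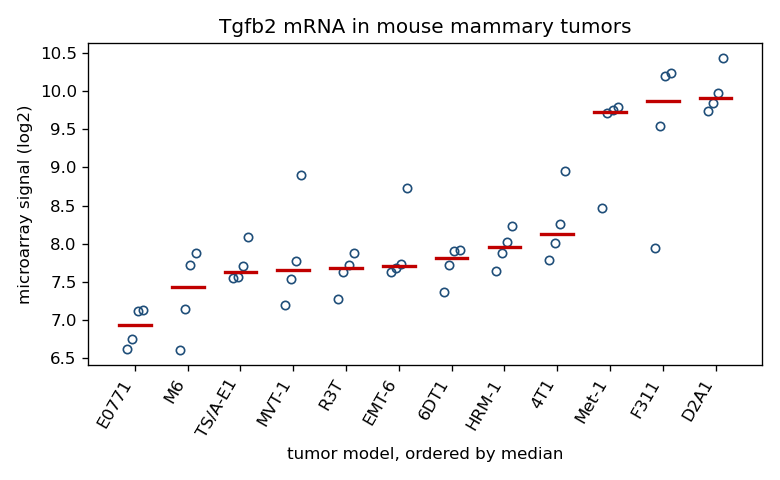
Tgfb2 log2 array signal (vertical axis) in the 12 tumor models (horizontal axis, ordered by median). Each circle is 1 tumor, 4 per model, and each red line is the median of a model. The medians of Met-1, F311 and D2A1 lie at 9.73 to 9.91, and those of the other 9 models at 6.94 to 8.13.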

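TGF-β1 mRNA (Tgfb1, gene ID 21803, transcript cluster 10551185) varied less among the models than TGF-β2 mRNA did. Its highest mean log2 signal was 11.20 ± 0.08 in MVT-1 tumors, followed by 11.05 ± 0.12 in E0771 and 11.00 ± 0.02 in HRM-1 tumors (SD, n = 4 each). It was lowest in Met-1 tumors, at 10.14 ± 0.46 (SD, n = 4), where replicate 2 had 10.81 and the other tumors had at most 9.99. The Tgfb1 medians ran from 9.99 to 11.19, a range of 1.21 on the log2 scale or 2.31-fold, with a pooled SD of 0.24 within models. TGF-β3 mRNA (Tgfb3, gene ID 21809, transcript cluster 10401673) was highest in 4T1 tumors, at 11.30 ± 0.22, with 10.99 ± 0.16 in MVT-1 tumors (SD, n = 4 each). It was lowest in E0771 tumors, at 9.24 ± 0.15 (SD, n = 4), and the highest E0771 tumor, at 9.43, lay below every tumor of the other models, the lowest of which was an M6 tumor at 10.02. The Tgfb3 medians ran from 9.21 to 11.27, a range of 2.06 or 4.17-fold, with a pooled SD of 0.27. Differences among models made up 63.6% of the variance of Tgfb1 (adjusted p = 3.3e-05 from limma's F-test, permutation p = 0.00033) and 81.5% of that of Tgfb3 (adjusted p = 7.6e-10, permutation p = 1e-05, the smallest that the resamples can give). In 6DT1 the Tgfb1 signal was 11.12 in replicate 4 and 9.86 in replicate 3, so the model's SD of 0.64 was the widest of the 12. Its replicates 2 and 3 had adipocyte scores of 4.00 and 4.32 and basal and myoepithelial scores of 1.67 and 2.49, against -0.72 and -0.67 for the latter in replicates 1 and 4. Without the tumors rich in host tissue the 6DT1 median of Tgfb1 moved from 10.60 to 11.09, while the range over the models stayed at 1.21 for Tgfb1 and was 2.20 for Tgfb3.

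**Figure D2:**
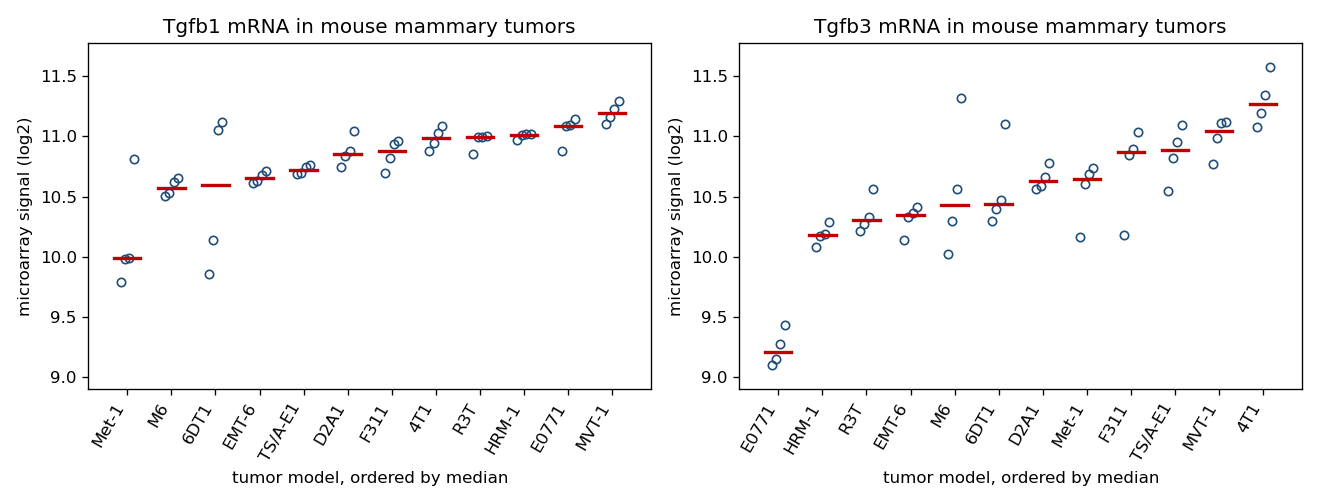
Tgfb1 and Tgfb3 log2 array signal (vertical axes) in the 12 tumor models (horizontal axes, ordered by the median of each gene). Each circle is 1 tumor, 4 per model, and each red line is the median of a model. The Tgfb1 medians span 1.21 and the Tgfb3 medians 2.06 on the log2 scale, with E0771 lowest for Tgfb3.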

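The transcripts of the 3 isoforms did not rank the tumor models in the same order. MVT-1 had the highest median of Tgfb1, D2A1 that of Tgfb2 and 4T1 that of Tgfb3, while E0771 was lowest for Tgfb2 and Tgfb3 and near the top for Tgfb1. Over the 12 medians, Tgfb1 against Tgfb2 gave Pearson's r = -0.38 (permutation p = 0.224, adjusted over the 3 pairs 0.335 and Spearman's rho = -0.20, p = 0.542), and r was 0.056 without Met-1 and MVT-1, the models farthest from the median of Tgfb1. Tgfb1 against Tgfb3 gave r = -0.096 (permutation p = 0.740, adjusted 0.740 and rho = -0.098, p = 0.766), and -0.28 without the same models. Tgfb2 against Tgfb3 gave r = 0.41 (permutation p = 0.187, adjusted 0.335 and rho = 0.32, p = 0.309), and again 0.41 without D2A1 and F311. Within the 9 models of low Tgfb2, a group taken from the data, Tgfb1 against Tgfb2 gave r = -0.068 (exact permutation p = 0.877 and rho = -0.067, exact p = 0.880) and Tgfb2 against Tgfb3 gave r = 0.74 (exact permutation p = 0.035 and rho = 0.28, exact p = 0.463). Of the genes of TGF-β latency and activation, 18 of 18 differed among the models by limma's F-test, as did 15 of 15 genes listed as targets of TGF-β signaling. The counts were the same when adjusted over the list alone. They are not specific to TGF-β, since 14031 of all 19938 genes passed this test. Other lists passed in full too, such as fibroblasts and matrix (14 of 14) and chemokines and cytokines (16 of 16). Ltbp3, which binds latent TGF-β, had a log2 signal of 12.07 ± 0.18 in 4T1 and 9.58 ± 0.23 in E0771 tumors (SD, n = 4 each, adjusted p = 2.6e-14). Itgb8, a chain of an integrin that activates latent TGF-β, had 10.67 ± 0.28 in M6 and 6.40 ± 0.08 in TS/A-E1 tumors (SD, n = 4 each, adjusted p = 3.7e-14). Thbs1, the thrombospondin that can activate latent TGF-β, was highest in R3T tumors, at 12.89 ± 0.17, and lowest in E0771 tumors, at 10.58 ± 0.33 (SD, n = 4 each). Of the target genes, Pmepa1 ran from 9.50 ± 0.87 in E0771 to 12.55 ± 0.15 in M6 tumors, and Cdkn2b, an inhibitor of the cell cycle, from 7.12 ± 0.18 in EMT-6 to 10.37 ± 0.13 in HRM-1 tumors (SD, n = 4 each). The labels give no batch, and the protein values of the individual models are not analysed here. The paper sets such mRNA medians against protein medians in Figure 1E and proposes that mRNA is a not very reliable stand-in for protein.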

Overall, the data suggest that transcript levels are not a very reliable surrogate for protein levels.

### Expression of TGF-β 1, 2, and 3 in adult mouse tissues

To establish baseline TGF-β levels, we used 9 week old adult female BALB/c mice, with day 15 gestation embryos included for comparison (Figure 2A). Spleen contained the highest levels of TGF-β1 (~900 ng/g tissue). Next came lung (~400 ng/g), followed by kidney, liver, mammary gland, ovary, uterus and heart (40-100 ng/g), with the lowest levels seen in muscle and brain (2-4 ng/g). Detectable amounts of TGF-β2 were found in all of these tissues, but the levels were approximately 10-100-fold lower than those of TGF-β1. In contrast, TGF-β3 was only detectable in the spleen, ovary and mammary gland. The expression of TGF-β3 in the mammary gland was particularly striking with TGF-β3 levels (52 ng/g) being comparable to TGF-β1 (80 ng/g). While embryonic levels of TGF-β1 were lower than seen in most adult tissues, embryonic TGF-β2 levels were higher than those in any adult tissues, and TGF-β3 was detectable at a low level in the embryo, whereas it was not detected in most adult tissues.

**Figure 2:**
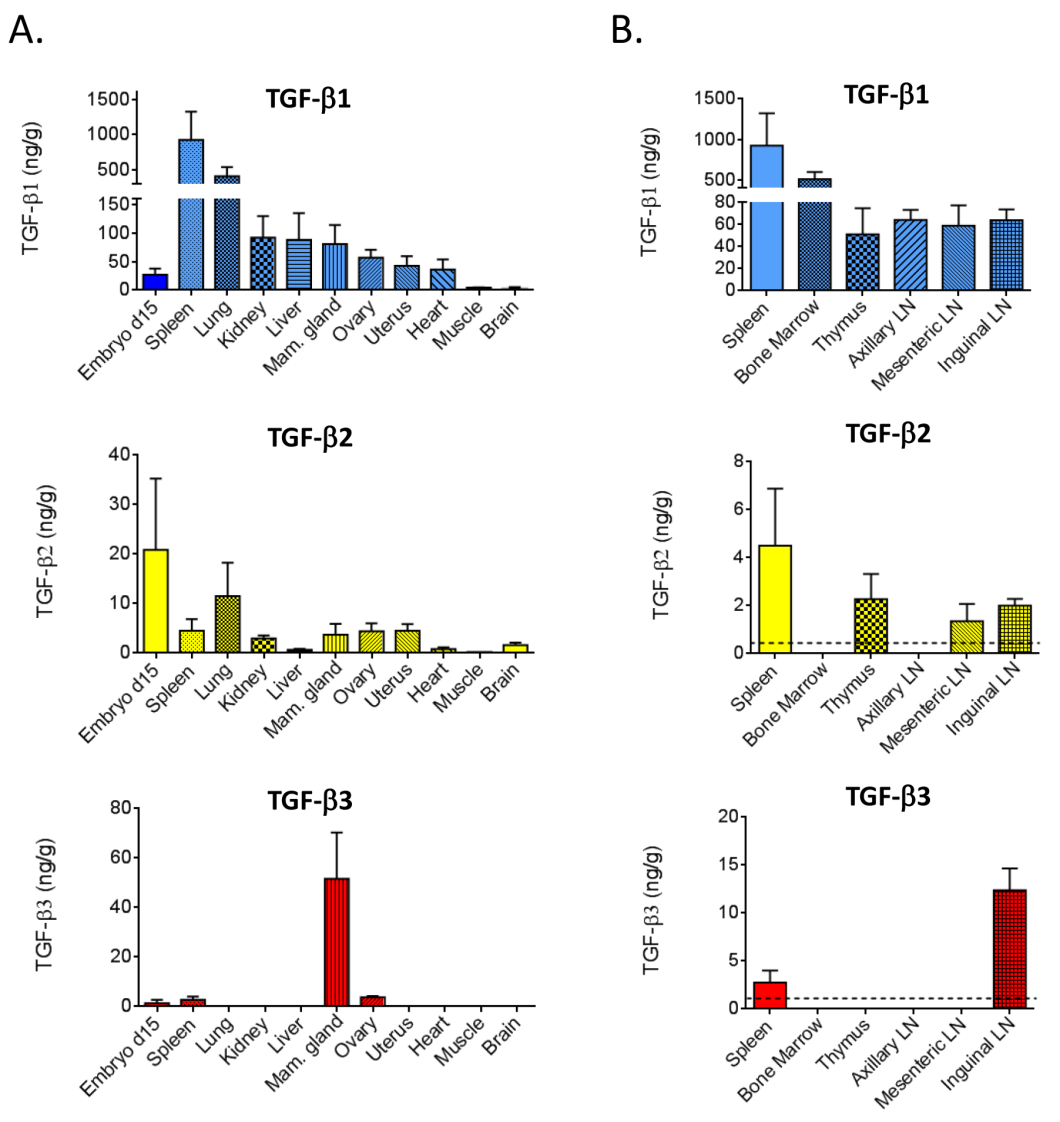
TGF-β isoforms in tissues from BALB/c mice **A.** TGF-β1, 2, and 3 were quantitated by multiplex assay from acid-ethanol extracts of tissues from 9 wk old female BALB/c mice, or from 15 d gestation BALB/c embryos. Values are mean ± standard deviation (n=4/tissue). **B.** In an independent experiment, select immune/hematopoietic tissues were assessed as in (A). The dotted lines indicate the assay detection limit.

Given the importance of TGF-βs in immune regulation [24], we assessed TGF-β isoforms in additional hematopoietic and lymphoid tissues of young adult female BALB/c mice (Figure 2B). Like the spleen, the bone marrow had high levels of TGF-β1 (~400 ng/g), but levels of TGF-β2 or TGF-β3 were undetectable. Thymus and lymph nodes at three different locations expressed 40-60 ng/g of TGF-β1 and ~2 ng/g of TGF-β2, although the axillary lymph nodes were outliers in having no detectable TGF-β2. TGF-β3 was only detectable in the inguinal lymph node. Since this lymph node is located in the mammary gland which is the only adult organ expressing high levels of TGF-β3 protein, the TGF-β3 in the inguinal lymph node may reflect contamination with mammary epithelium, or accumulation of TGF-β3 that drains from the mammary gland.

It has been suggested that the different propensity of different mouse strains to develop certain pathologies such as fibrosis may reflect interstrain differences in endogenous levels of TGF-β isoforms [25]. TGF-β isoforms in BALB/c, FVB/N, C57BL/6 and 129S1 strains were compared. A composite view of the TGF-β1 and TGF-β2 levels across 10 tissues and plasma is given graphically in Figure 3A. The circles represent the centroid (geometric mean) for each tissue and the rays connect to individual data points for replicate samples from the four mouse strains. This visualization shows that, in general, tissue-specific differences are bigger than strain-specific differences, though the sex-hormone responsive tissues, mammary gland, uterus and ovary all showed similar TGF-β1 and TGF-β2 levels. Plotting the all-tissue centroids for each strain, showed relatively little difference in overall TGF-β1 levels between mouse strains, though FVB/N mice had ~2x higher overall TGF-β2 levels than the other strains (Figure 3B). However significant inter-strain differences are seen when individual tissues are considered (Supplementary Tables S1–S3). For example, FVB/N mice have significantly more total TGF-β (all three isoforms combined) in the kidney than the other strains, while 129S1 mice have significantly less total TGF-β in the mammary gland compared with the other strains (Figure 3C). We found no significant gender-related differences in tissue TGF-β levels in age-matched male FVB/N mice (sex-specific centroids for all tissues in Figure 3D and individual data in Supplementary Figure S2 and Supplementary Table S4).

**Figure 3:**
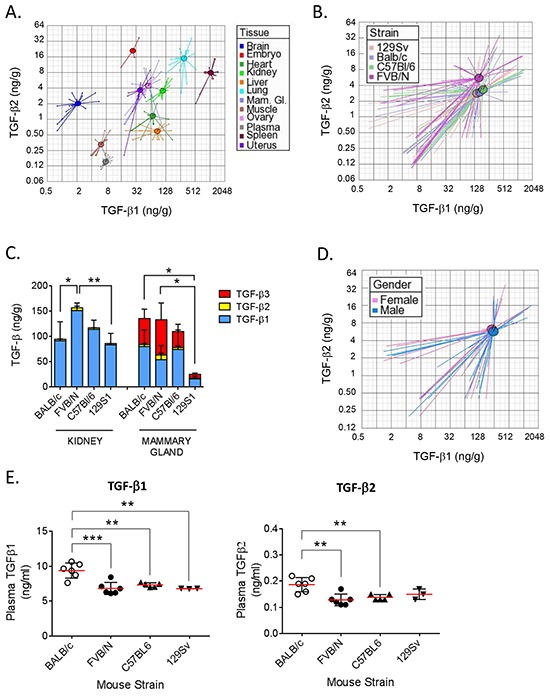
Comparison of TGF-β isoform levels in 4 mouse strains **A.** Visualization of differences in TGF-β1 and TGF-β2 expression in nine individual tissues and plasma. Values for the day 15 gestation BALB/c embryo and adult BALB/c ovary are shown for comparison. Circles represent the centroids for each tissue, and rays connect to individual data points for replicate tissue samples (n=4) from all four strains. Centroids for ovary and mammary gland are overlapping. Please note the differences in the scale of the x and y axes. **B.** Visualization of overall differences in TGF-β1 and -β2 between 4 strains of mice. Circles represent the centroids for each strain and rays connect to data points for individual tissue samples for each strain. Data from all nine tissues and plasma (n=4 replicates/tissue/strain) were used to calculate the strain centroids. Please note the differences in the scale of the x and y axes. **C.** Stackplots showing levels of TGF-β1 (blue), TGF-β2 (yellow), and TGF-β3 (red) in kidney and mammary gland (n=4 per tissue) in 9 wk old female mice from 4 different strains. Values are mean ± standard deviation. p-values are for differences in total TGF-β levels between strains. *p<0.05,** p<0.01; one-way ANOVA with Tukey's multiple comparison test. **D.** Visualization of overall differences in TGF-β1 and -β2 levels between male and female FVB/N mice. Circles represent the centroids for each sex, and rays connect to data points for individual tissue samples for each sex. Data from seven tissues and plasma (n=4 replicates/tissue/sex) were used to calculate the centroids. Please note the differences in the scale of the x and y axes. **E.** Levels of TGF-β1 and -β2 in plasma from 4 mouse strains (n=6). Values are mean ± standard deviation. ** p<0.01, ***p<0.001; one-way ANOVA with Tukey's multiple comparison test.

TGF-β can be measured in plasma without acid-ethanol extraction because of the lower total protein concentration, although plasma samples must still be transiently acid-activated prior to assay. Normal plasma TGF-β1 levels in 9 wk old female mice were in the range of 7-10 ng/ml when care was taken to minimize platelet degranulation (Figure 3E). TGF-β1 levels were ~40% higher in BALB/c mice compared to the other strains (p<0.001). Plasma levels of TGF-β2 were ~50-fold below those of TGF-β1 and followed the same pattern, with BALB/c mice showing the highest levels. No TGF-β3 protein was detected in any plasma samples (detection limit = 0.12 ng/ml).

### The normal mammary gland contains high levels of TGF-β3 protein

The mammary gland was the only normal adult tissue examined with substantial TGF-β3 expression, and it was the only tissue where the quantity of any other TGF-β isoform was comparable to that of TGF-β1. Mammary fatpads pre-cleared of epithelium contained almost no TGF-β3 (Figure 4A), suggesting that the epithelium is the major location of this isoform. There were also significant reductions in TGF-β1 and TGF-β2 protein in the cleared mammary fatpad compared with the intact gland. TGF-βs are secreted proteins that bind to many extracellular matrix components and can be sequestered from a variety of cellular sources [4]. To determine which cell types synthesize the TGF-β isoforms, we performed *in situ* hybridization. All three TGF-β isoform mRNAs were found predominantly in the luminal epithelium of the mammary ducts of 9 wk old virgin BALB/c mice (Figure 4B) with higher magnification for TGF-β3 shown in Figure 4C. Direct quantitative comparison between the different isoforms by this technique cannot be made because of the differing efficiencies of the *in situ* hybridization reactions. Mammary glands from FVB/N mice showed similar patterns of TGF-β isoform mRNA expression (Supplementary Figure S3). Immunohistochemistry confirmed that protein for each isoform was present in the mammary epithelium of BALB/c mice (Figure 4C), but TGF-β1 protein was also readily detectable in mammary stromal cells, consistent with the presence of extractable TGF-β1 protein in the cleared mammary fat pad (Figure 4A).

**Figure 4:**
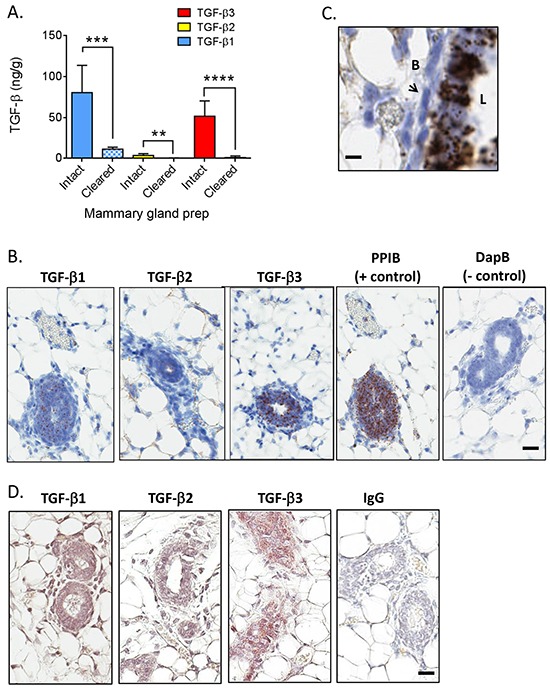
TGF-β isoform expression in the normal mammary gland of BALB/c mice **A.** Levels of TGF-β1 (blue), TGF-β2 (yellow), and TGF-β3 (red) in intact (solid bars) or cleared (cross-hatched bars) mammary glands from BALB/c mice (n=4 for intact and n=7 for cleared). Values are mean ± standard deviation. **p<0.01, ***p<0.001, ****p<0.0001; unpaired t-test. **B.** *In situ* hybridization using probes for the indicated molecules in a virgin mammary gland from an adult BALB/c mouse. Brown dots indicate positive signal. Cyclophilin B/PPIB and DapB (bacterial dihydropicolinate reductase) were used as positive and negative controls. Bar = 25 μm. **C.** Higher magnification view of *in situ* hybridization for TGF-β3 in a virgin mammary gland from an adult BALB/c mouse. “L” is the luminal side of the gland and “B” is the basal side. Arrow points to a myoepithelial cell. Bar = 10μm. **D.** Immunohistochemistry using antibodies for the indicated molecules in a virgin mammary gland from an adult BALB/c mouse. Brown staining indicates positive signal. Normal rabbit IgG (IgG) was used as a negative control. Bar = 25 μm.

### TGF-β1 protein is upregulated and TGF-β3 protein is downregulated in mammary gland tumors

Given the high levels of TGF-β3 in the mammary gland, we assessed whether this unique expression pattern was maintained in mouse mammary tumors (Figure 5A). TGF-β1 protein was ~3x higher in orthotopically-implanted tumors from 4T1 and F311 breast cancer models (BALB/c strain), and ~8x higher in MVT1 tumors (FVB/N strain) when compared to the normal mammary gland of the matched strain. TGF-β2 levels were also increased in the 4T1 and F3II tumors, but were unchanged in the MVT1 tumors. In striking contrast, TGF-β3 protein levels were 2-3-fold lower in tumors than in the normal mammary gland.

**Figure 5:**
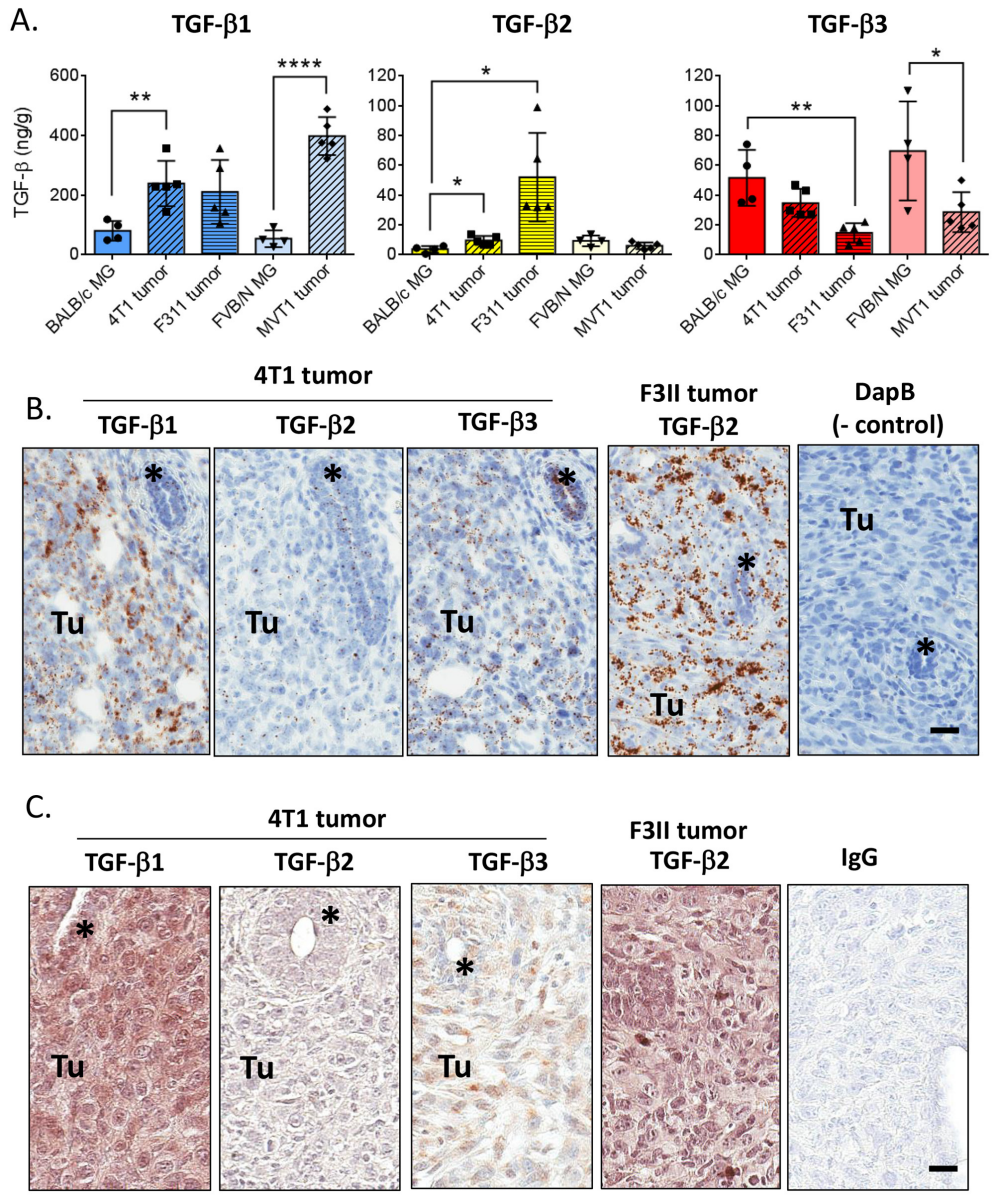
TGF-β isoform expression in mouse mammary tumors **A.** Quantitation of TGF-β1, 2, and 3 protein in mouse mammary tumors compared with the normal mammary gland of the appropriate strain. Values are mean ± standard deviation. *p<0.05, **p<0.01, ****p<0.0001; unpaired t-test vs normal mammary gland. **B.** *In situ* hybridization using probes for the indicated molecules in 4T1 and F311 mammary tumors. “Tu” marks area of tumor while * marks an engulfed mammary duct. Cyclophilin B/PPIB and DapB (bacterial dihydropicolinate reductase) were used as positive and negative controls. Bar = 25 μm **C.** Immunohistochemistry using antibodies for the indicated molecules in 4T1 and F311 mammary tumors. “Tu” marks area of tumor while * marks an engulfed mammary duct. IgG indicates the negative control. Bar = 25 μm.

These results were confirmed by *in situ* hybridization (Figure 5B). As was seen at the protein level, in the 4T1 tumors TGF-β1 mRNA is more highly expressed in the tumor cells than in the normal ductal epithelium of an engulfed duct, while TGF-β3 mRNA expression remains high in the normal mammary duct and is reduced in the tumor cells. TGF-β1 mRNA is also expressed in endothelial and immune cells in the tumor. TGF-β2 mRNA is low but evident in both the tumor and normal mammary duct. The F311 tumor model showed similar mRNA expression for TGF-βs 1 and 3, but had much higher expression of TGF-β2 mRNA in the tumor (Figure 5B). These isoform expression patterns were less apparent when assessed at the protein level by immunohistochemistry, possibly due to diffusional spreading of the secreted protein (Figure 5C).

## DISCUSSION

Here we present the first study to systematically quantitate TGF-β1, TGF-β2, and TGF-β3 protein levels in tissues in the normal adult mouse. As TGF-β pathway antagonists are moving into clinical trials, this study provides baseline information to help in addressing the potential desirability and consequences of isoform-specific therapeutic neutralization of TGF-β. The need for improved methods to quantitate TGF-β proteins was highlighted recently by a large cancer tissue microarray study showing that TGF-β immunohistochemistry results did not correlate well with TGF-β levels assessed by mRNA quantitation or Western blotting [26], thereby posing challenges for how best to stratify patients for clinical trials with anti-TGF-β therapies. We have refined the existing methodology for TGF-β protein quantitation and made a number of important findings as discussed below.

We found that an acid-ethanol extraction step was critical to recover the maximal amount of TGF-β protein from tissues and to accurately quantitate it across a range of sample dilutions. Although this step is labor intensive, we have not found a way of eliminating this requirement while still generating robustly reproducible data. Since acid-ethanol extraction activates latent TGF-β, it is levels of total (latent plus bio-active) TGF-β that are quantitated by this approach. Bead-based multiplexed protein detection technology allows all three TGF-β isoforms to be assayed simultaneously which increases the accuracy of inter-isoform comparison. In a limited comparison of TGF-β protein levels with mRNA levels as determined by Affymetrix microarray in mammary tumors, we found discrepancies between levels of protein and mRNA levels for all TGF-β isoforms confirming the importance of determining protein levels.

In adult tissues (with the exception of mammary gland) TGF-β1 was the predominant isoform, with TGF-β2 and TGF-β3 levels being approximately 10-100-fold lower. TGF-β1 was more abundant in adult tissues than in the 15 day embryo, while the reverse was true for TGF-β2 and TGF-β3. TGF-β1, 2 and 3 mRNA and protein are expressed throughout embryonic development [27, 28]. Given the embryonic or peri-natal lethality of the TGF-β2 and TGF-β3 knockout mice [29, 30], together these findings are consistent with the concept that TGF-β1 plays important roles in adult tissue homeostasis, while TGF-β2 and TGF-β3 function as major players in development. The overall lower levels of TGF-β3 than TGF-β2 protein observed in extracts from whole 15d embryos may reflect findings from immunohistochemical and functional studies suggesting that TGF-β3 is highly localized within specialized regions of developing tissues [31, 32].

In the adult animals, we saw major differences in TGF-β1 and TGF-β2 expression between tissues. The high levels of TGF-β1 in spleen and bone marrow probably derive primarily from megakaryocytes, the precursors of platelets which are the most concentrated source of TGF-β1 *in vivo* [23]. In contrast, TGF-β2 was highest in the lung, but still much lower than TGF-β1, a pattern that was consistent across all tissues. There were no significant sex-specific differences in TGF-β expression.

Differences in TGF-β levels have been proposed to underlie differences across mouse strains in susceptibility to some diseases [33]. For example, differences in TGF-β1 gene expression in skin in two mouse strains may alter skin tumor susceptibility [34]. Aggregating results from all tissues, showed that the FVB/N strain had ~2x higher TGF-β2 overall than the other strains, while overall TGF-β1 levels were similar among strains. This means that no one mouse strain can be considered to be a “high TGF-β strain” as has been previously suggested. However, there were significant strain-specific differences in some individual tissues. TGF-β1 has been implicated in the pathogenesis of fibrotic diseases [35], and mouse strains differ in their fibrotic responses in an organ-specific manner [36] so we were interested to see if there was correlation between TGF-β1 levels and fibrosis susceptibility in target organs. For example, BALB/c mice are resistant to pulmonary fibrosis but sensitive to hepatic fibrosis, while C57BL/6 mice show the reverse sensitivity [36]. Our data show that baseline TGF-β1 levels are not significantly different between strains in either organ, suggesting either that differences in TGF-β protein expression occur after the fibrogenic insult [25], or that down-stream factors at the level of latent TGF-β activation, signaling or signal interpretation contribute to the difference in fibrosis between these strains [37].

Circulating TGF-β levels are difficult to measure because of potential contamination by platelet-derived TGF-β1, but unlike tissues, plasma samples do not require acid-ethanol extraction for accurate quantitation. Using retro-orbital bleeding and taking care to minimize platelet degranulation we found plasma levels of TGF-β1 to be ~7 ng/ml in FVB/N, C57BL/6 and 129S1 mice, and ~40 % higher in BALB/c mice (~10ng/ml). These values are in good agreement with others in the literature [38, 39] and well below that of TGF-β1 in mouse serum (136 ng/ml in C57BL/6 mice) [22]. Others have also reported no significant differences in plasma TGF-β1 levels between C57/BL6 and 129S1 strains [40]. A novel method that obtains free-flowing blood by percutaneous puncture of the left cardiac ventricle under ultrasound guidance further reduces platelet degranulation and results in plasma levels of ~2 ng/ml TGF-β1 in mice [39]. Thus our values may still overestimate true systemic circulating TGF-β1 levels. For the other two isoforms, we measured 0.1-0.2 ng/mL of TGF-β2 in plasma and no detectable TGF-β3 (< 0.1 ng/mL). While mouse plasma levels of TGF-β2 and 3 have not been previously reported, our results are consistent with those in human where the average TGF-β1 level is 4 ng/mL, but TGF-β2 and 3 levels are extremely low (<0.3 and 0.1 ng/ml, respectively) [41].

Our study is the first to quantitate TGF-β3 protein in adult mouse tissues. Aside from the spleen and the ovary which both had a low level of TGF-β3, the virgin mammary gland was the only adult organ examined to show substantial TGF-β3 expression (up to 80 ng/g). Across mouse strains, TGF-β3 comprised ~30-50% of the total TGF-β protein in the mammary gland, and *in situ* hybridization revealed that the mammary luminal epithelium is the major source of all 3 isoforms. This finding is intriguing as the mammary gland is an organ that uniquely undergoes most of its development post-natally, including ongoing cycles of remodeling with pregnancy, and to a lesser extent during the estrous cycle [42]. Dramatic differences in TGF-β3 mRNA and protein expression are seen depending on the functional state of the gland (reviewed in [43]). TGF-β3 levels increase in the ducts and alveoli during pregnancy, decrease during lactation and then transiently increase during involution before decreasing again as the mammary gland returns to its pre-partum state [44]. Given that TGF-β3 prevents pathological scarring in cutaneous wound healing while TGF-β1 tends to induce scar formation [13], we have speculated that one role for TGF-β3 in the mammary gland may be to limit stromal activation and prevent scarring [43]. This feature would allow repeated cycles of lactation and involution to occur without compromising mammary function or inducing a sustained pro-inflammatory reaction that could promote tumorigenesis. Indeed, elevated TGF-β3 levels in the post-partum rat and mouse mammary glands have been associated with pregnancy-induced protection against mammary cancer [45].

Elevated TGF-β1 levels have been associated with poor outcome in human breast cancer [46–48] and TGF-β1 is thought to function primarily as a pro-progression factor in late-stage disease [49, 50]. However, the situation for TGF-β3 is less clear and correlative data suggest that TGF-β3 may be protective. TGF-β3 contributes to a 70-gene signature which predicts clinical outcome in breast cancer, with high expression of TGF-β3 mRNA being associated with a reduced risk of metastasis [51]. Analysis of publically available clinical breast cancer microarray datasets shows a negative correlation between TGF-β3 mRNA levels and increasing tumor grade [43], and in a large population-based breast cancer cohort, TGF-β3 protein as assessed immunohistochemically, was lower in poorly differentiated tumors than in well- or moderately-differentiated tumors [52].

We demonstrated for 3 murine mammary tumor models that TGF-β1 protein expression increases in the tumor when compared to the normal mammary gland, while TGF-β3 expression decreases. These changes are consistent with the possibility that these two TGF-β isoforms may play opposing roles during tumor progression. A gene expression signature enriched for genes involved in the wound-healing response predicts increased risk of metastasis and death in breast, lung and gastric cancers [53, 54]. Since tumors have been described as “wounds that do not heal” [55], and TGF-β3 opposes the actions of TGF-β1 in normal wound healing [13], the high expression of TGF-β3 in breast cancer progression may be protective through suppression of aberrantly engaged or persistent wound healing responses. If similar results are seen in human clinical samples, our demonstration of increased TGF-β1 protein and decreased TGF-β3 protein in the mammary tumors raise the possibility that TGF-β pathway antagonists that spare TGF-β3 may have advantages over pan-isoform-specific inhibitors in breast cancer therapy. Our observations also raise interesting questions regarding the role of these two TGF-βs in early vs late disease, the importance of absolute amounts of the isoforms vs ratios of the two, and issues of isoform cross-regulation. Furthermore, since these isoforms can be activated by different mechanisms [56], the change in balance between TGF-β1 and TGF-β3 may sensitize or desensitize the system to certain activation signals.

While we have found acid-ethanol extraction to be the best sample preparation method for robust, reproducible measurement of TGF-β protein in tissues, this approach suffers from a number of drawbacks that need to be addressed by future technology developments. Firstly, it is time-consuming and labor-intensive, and would not adapt readily to routine clinical use. Secondly, it measures total (latent plus biologically active) TGF-β, whereas the most biologically relevant pool of TGF-β is the active fraction. *In vivo* activation of latent TGF-β is a tightly regulated process that is believed to be one of the major mechanisms for controlling the diverse bioactivities of TGF-β [4]. Activation is mediated by a variety of mechanisms that include interactions with thrombospondin, certain proteases and integrins, or physicochemical activation by low pH or reactive oxygen species [4]. Detection of active TGF-β is challenging due to the very low levels present under most conditions, and the ready loss of the active fraction on handling. Sensitive bioassays have been used for this purpose, in conjunction with TGF-β isoform-specific neutralizing antibodies [57, 58], but such assays are prone to interference by other sample components. An elegant immunofluorescent method for detection of active TGF-β *in situ* has been described [59], but it is not quantitative. Finally, novel sources of active TGF-β are being identified, such as on the surface of exosomes [60], and these need to be incorporated into our thinking about how samples should be best prepared for TGF-β measurement. The ability to reliably quantitate active TGF-β sensitively and specifically in its various forms would represent a major next step forward in the field.

In summary, we have described an optimized method for accurate assessment of total levels of the three TGF-β protein isoforms in tissues. We established baseline levels in normal mouse tissues and performed a preliminary exploration of changes in isoform expression in mammary tumorigenesis. Since the TGF-βs are so highly conserved across species, the assay should be applicable to human samples. It will be interesting to determine whether similar inter-tissue and inter-individual differences in isoform expression are also seen in humans.

## MATERIALS AND METHODS

### Ethics statement

Animal experiments were approved by the National Cancer Institute Animal Care and Use Committee and were in conformity with national guidelines for the care and use of laboratory animals.

### Collection of mouse tissues and plasma

Tissues were harvested from 9 wk old male and female FVB/N mice, as well as, female C57BL/6, 129S1, and BALB/c mice. Mice were obtained from National Cancer Institute-Frederick Animal Production Area (FVB/N, C57Bl/6 and BALB/c) or Jackson Labs (129S1). A minimum of four mice/group were used. Mice were euthanized by CO_2_ inhalation and lung, heart, kidney, spleen, liver, femoral muscle, brain, uterus and mammary gland (#4) were harvested and snap-frozen in liquid N_2_. For BALB/c mice, ovary, bone marrow, thymus and axillary, mesenteric and inguinal lymph nodes were also harvested. Two to four lymph nodes were pooled for analysis. Embryos (~15 d gestation) were isolated from a pregnant BALB/c mouse and extracted without further dissection. To address the distribution of TGF-β isoforms in different cellular compartments of the mammary gland, the mammary fat-pad was cleared of mammary epithelium by surgically removing a portion of the #4 mammary gland, proximal to and including the lymph node, in 3 wk old BALB/c mice [61]. The cleared mammary fat pads were then isolated when the mice reached 9 wks of age.

Mouse mammary tumors were generated by implanting mammary tumor cells into the #4 mammary fat pad of strain-matched 6-8 week-old female mice and then harvesting tumors at 0.5-1cm diameter. For the 4T1 model which is derived from a spontaneous mammary tumor arising in a retired BALB/c breeder [62], 40,000 cells were injected and tumors were harvested after 14 days. For the F3II model, also derived from a spontaneous mammary tumor in a BALB/c mouse [63], 500,000 cells were injected and tumors were harvested after 11 days. For the MVT1 model which is a cell line derived from a mammary tumor arising in a MMTV-Myc/VEGF bitransgenic FVB/N mouse [64], 200,000 cells were injected and tumors were harvested after 28 days. Tumors were rinsed in PBS and bisected. Half was snap-frozen and stored in liquid N_2_ for TGF-β extraction, while the other half was fixed in 10% neutral buffered formalin overnight for *in situ* hybridization and immunostaining. To address the possible contribution of TGF-β in the blood to the measured TGF-β levels in normal spleen, lung and liver or the 4T1 tumors, tissues were harvested directly from 4-5 mice and compared with tissues harvested from 4-5 additional mice following cardiac perfusion of the mice with PBS to remove residual blood [65]. Blood was collected by retro-orbital puncture and platelet-poor plasma was prepared as previously described [38].

### Acid-ethanol extraction of frozen tissues

Acid-ethanol extraction was modified from the method of Roberts et al [16]. Frozen tissues (ideally ~100 mg) were weighed, placed into Precellys® reinforced tubes (2 mL) containing 2.8 mm ceramic beads (CK28-R) (Bertin Technologies #KT-03961-1-002.2) and put on dry ice until use. RIPA lysis buffer (Millipore #20-188) containing HALT protease inhibitor cocktail (Thermo Scientific #78440) was added (6 mL/g tissue) and samples were homogenized in a Precellys® 24 homogenizing system with Cryolys cooling at 4°C at 5500 rpm (2 × 20 sec). The Precellys® system allows reproducibly high efficiency, rapid homogenization of multiple samples simultaneously under controlled temperature conditions. In some instances tissues were homogenized into T-PER Tissue Extraction Reagent (Life Technologies #78510) or 50 mM Tris-HCl (pH 7.5). For acid-ethanol extraction of fresh tissue or RIPA extracts, samples were put on ice and transferred to 15 mL tubes containing 6 mL acid-ethanol/mL RIPA extract or 6 mL acid-ethanol/gram of fresh tissue. Acid-ethanol solution contains 60 ml 95% ethanol, 30 mL H_2_O, 1.2 ml conc. HCl, 6 mg phenylmethylsulfonyl fluoride (Sigma-Aldrich #P7627) and 0.3 mg Pepstatin A (Sigma-Aldrich #P5318). Samples were rocked overnight at 4°C. Extracts were centrifuged at 3500g for 10 min and the supernatants were transferred to pre-rinsed MWCO 3,500 Spectra/Por6 dialysis tubing (Spectrum Labs #132590). Samples were dialyzed against 4 mM HCl (3 × 100 vol) at 4°C over 72 h and then transferred to tubes and centrifuged at 3500g for 10 min. Supernatants were transferred to polypropylene 15 ml conical tubes which had been pre-treated with the siliconizing agent Sigmacote (Sigma Aldrich #SL2-100) to minimize losses of TGF-β to the tube walls, and frozen. Frozen samples were lyophilized to dryness, dissolved in 400 μl assay buffer (4mM HCl/150 mM NaCl/0.1% crystalline BSA (Sigma-Aldrich cat # 05470)), transferred to a 1.5 mL microfuge tube pretreated with Sigmacote and stored at −80°C. Prior to assay, samples were clarified by centrifugation at 5000g for 5 min. In practical terms, we found the minimum weight of starting tissue that could be reliably processed through all the preceding steps was 20 mg. Plasma samples were assayed directly without acid-ethanol extraction.

To determine the stability of the tissue extracts, following acid-ethanol extraction, dialysis, and lyophilization, extracts were dissolved in assay buffer, placed in siliconized microfuge tubes and stored at −80°C. Supplementary Figure S1A shows that 4-5 freeze-thaw cycles for reconstituted extracts from an MVT1 tumor or mouse mammary gland did not significantly change the TGF-β levels. Additionally, extracts stored for 10 months showed quantities of TGF-β1 and 3 within 10% and 25%, respectively, of those determined initially. The lower levels of TGF-β2 from these tissues appeared to be less stable upon storage, with the TGF-β2 levels decreasing approximately 40% during storage.

### Quantitation of TGF-β 1, 2 and 3 in tissue extracts and plasma

TGF-β isoforms were quantitated using the TGF-β Premixed Luminex Performance Assay kits from R&D Systems, in either filtration (#FCST17) or magnetic (#FCSTM17) formats. Tissue extracts were generally diluted 1:5 with RD5-49 buffer (supplied with the kit) while plasma samples were activated with HCl, neutralized and diluted in RD6-50 buffer according to the manufacturer's instructions. Our initial studies were done using a filtration-based Luminex assay for TGF-β1, 2 and 3 from R&D Systems followed by detection on the Bio-Plex 200 system. When a magnetic-based assay became available from R&D Systems we changed to this platform based on its increased ease of use and lower background. Detection for the magnetic-based assay was performed on a Bio-Plex MAGPIX reader. We compared TGF-β1, 2 and 3 levels of 15 samples in both assay formats, using samples from tumors and normal mouse tissues to cover the widest possible range of TGF-β levels. Supplementary Figure S1B shows the correlation coefficient is >0.95 for each of the isoforms suggesting that the two platforms yield comparable results. Antibody cross-reactivity was evaluated by assaying 25-90 ng/ml (2x the upper detection limit of the assay) recombinant TGF-β 1, 2 or 3 in the absence of other isoforms. TGF-β levels in tissues were normalized to the weight of the tissue sample extracted and are expressed as ng TGF-β/g tissue. Reported tissue levels of TGF-β proteins derived from measurements on acid-ethanol extracts are corrected for the 50% sample loss we have observed in processing the acid-ethanol extracts which was determined by addition of trace ^125^I-labeled TGF-β1 to parallel samples prior to extraction [18].

### Correlation of mRNA and protein levels

As part of a different project, we performed transcriptomic analysis of four primary tumors each from twelve different models of metastatic mammary cancer using the Affymetrix Mouse 1.0ST array (unpublished data, GEO accession number: GSE69006). Here we performed acid-ethanol extraction and TGF-β protein isoform quantitation on 5 additional tumors for each of the tumor models. We compared the median Affymetrix mRNA signal for a given TGF-β isoform and tumor model with the median isoform-specific TGF-β protein level for the same model.

### In situ hybridization

RNA expression *in situ* was determined with the Advanced Cell Diagnostic's [ACD] (Hayward, CA) Pretreatment Kit (cat# 310020) for formalin-fixed, paraffin-embedded (FFPE) tissue and RNAScope® 2.0 HD Assay-Brown kit (cat# 310035), as per the manufacturer's instructions. Probes specific for the mouse genes Tgfβ1 (cat# 407751, gene accession # NM_011577.1), Tgfβ2 (cat# 406181, accession # NM_009367.3), Tgfβ3 (cat# 406211, accession # NM_009368.3), the housekeeping gene Ppib (cat# 313911, accession # NM_011149.2), or the negative control bacterial gene Dapb (cat# 310043, accession # EF191515) were designed and produced by ACD. For each target RNA the signal was detected following incubation with 3,3′-Diaminobenzidine (DAB) substrate and subsequent washes with water. The nuclei were counterstained with 50% solution of Gill's Hematoxylin #1, washed with water, and blued with 0.02% ammonia water.

### Immunohistochemistry

Sections of normal mammary gland and mammary tumors were stained for intracellular TGF-β1, TGF-β2 and TGF-β3 as described previously [52].

### Data analysis and statistics

Data analysis and graphing were done using GraphPad Prism 6. Values are reported as mean ± standard deviation from at least 4 samples. Significance was determined by the unpaired t-test when comparing two groups and by one-way ANOVA with Tukey's multiple comparison test when comparing multiple groups. P values < 0.05 were considered statistically significant. For visualization of the effects of tissue, mouse strain or gender on TGF-β1 and TGF-β2 levels on a global scale, data were imported into Partek® Genomics Suite 6.5, where scatter plots of individual data points were generated and centroids for the factor variable under comparison were calculated and displayed.

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Quantitation of TGF-β proteins in mouse tissues shows reciprocal changes in TGF-β1 and TGF-β3 in normal vs neoplastic mammary epithelium
**Source:** Oncotarget. 2016 May 17;7(25):38164–79. doi: 10.18632/oncotarget.9416
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FIGURES AND TABLES

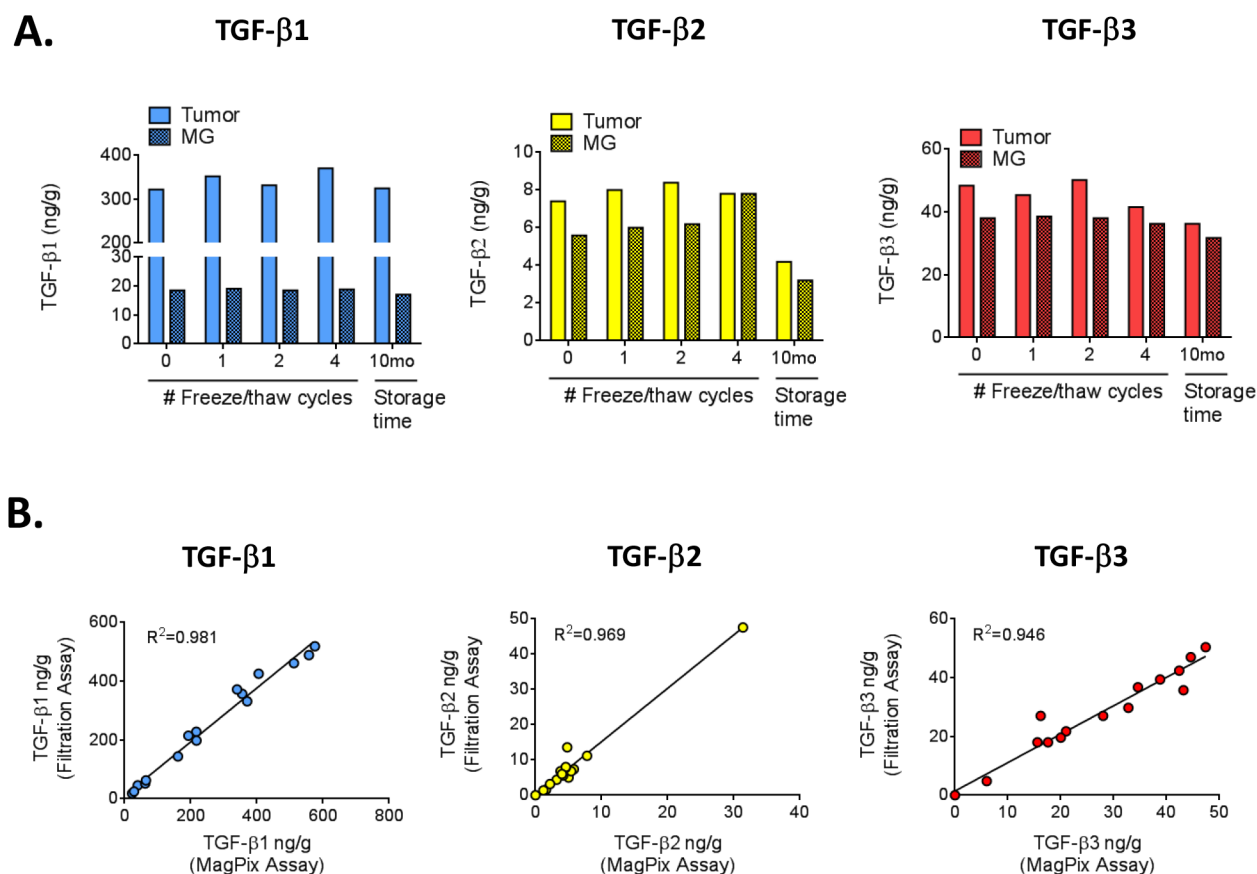

**Supplementary Figure S1: Characterization of TGF- $\beta$  isoform multiplex assay.** **A.** TGF- $\beta$  isoform levels were measured in RIPA/acid-ethanol extracts of MVT1 mammary tumor (solid bars) or BALB/c mammary gland (MG, cross-hatched bars) which had been stored at  $-80^{\circ}\text{C}$  and frozen/thawed for the number of times indicated. **B.** Fifteen tissue extracts from mouse kidneys, mammary glands and mammary tumors were assayed in both the filtration and the magnetic versions of the R&D System TGF- $\beta$  isoform Luminex kit. Values for each isoform of the samples are plotted and the correlation coefficient ( $R^2$ ) was calculated.

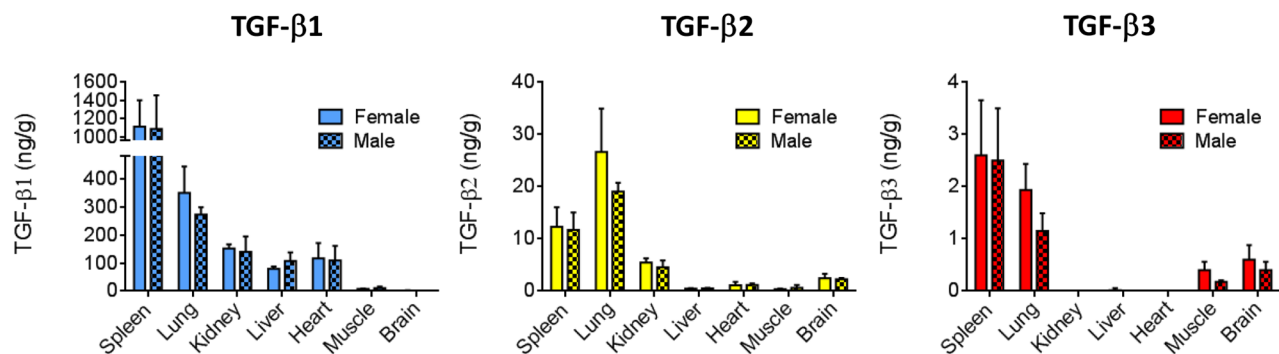

**Supplementary Figure S2: Comparison of TGF-β isoform levels in male and female mice.** TGF-β isoform levels were measured in RIPA/acid-ethanol extracts of tissues from adult male and female FVB/N mice. Results are mean  $\pm$  SD (n=4). There were no statistically significant differences between males and females for any of the tissues analyzed.

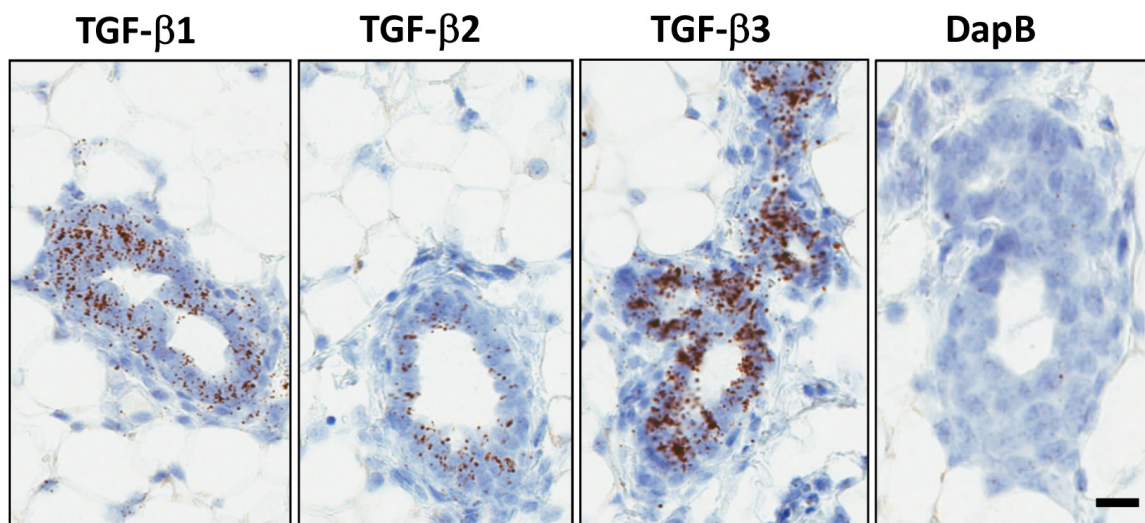

**Supplementary Figure S3: TGF-β isoform in situ hybridization in FVB/N mammary gland.** In situ hybridization using probes for the indicated molecules in a virgin mammary gland from an adult FVB/N mouse. Brown dots indicate positive signal. DapB was used as a negative control. Bar = 25  $\mu$ m

Supplementary Table S1: Comparison of TGF- $\beta$ 1 protein levels in tissues from different mouse strains

| Tissue    | BALB/C                             | FVB/N                                        | C57BL/6           | 129S1                        | p value <sup>b</sup>         |
|-----------|------------------------------------|----------------------------------------------|-------------------|------------------------------|------------------------------|
| Spleen    | 920.8 $\pm$ 402 <sup>a</sup>       | 1085 $\pm$ 243                               | 1328 $\pm$ 182    | 885. $\pm$ 81.4              | ns <sup>c</sup>              |
| Lung      | 405.6 $\pm$ 133                    | 348.8 $\pm$ 92.8                             | 222.4 $\pm$ 101.4 | 226.6 $\pm$ 89               | ns                           |
| Kidney    | 91.8 $\pm$ 37.4*                   | <b>151.6<math>\pm</math>15*</b> <sup>^</sup> | 114.2 $\pm$ 18.4  | 83.8 $\pm$ 22.4 <sup>^</sup> | *p<0.05, <sup>^</sup> p<0.01 |
| Liver     | 88.2 $\pm$ 46.4                    | 79.0 $\pm$ 8.4                               | 94.8 $\pm$ 72.2   | 82.2 $\pm$ 30.4              | ns                           |
| Mam Gland | <b>80.4 <math>\pm</math> 33.2*</b> | 54.2 $\pm$ 28.2                              | 74.6 $\pm$ 38.6   | 16.4 $\pm$ 5.2*              | *p<0.05                      |
| Uterus    | 42.4 $\pm$ 17.0                    | 45.2 $\pm$ 11.2                              | 36.0 $\pm$ 7.8    | 31.2 $\pm$ 14.2              | ns                           |
| Heart     | 36.0 $\pm$ 18.0*                   | <b>115.8<math>\pm</math>55.0*</b>            | 69.0 $\pm$ 5.8    | 58.6 $\pm$ 8.8               | *p<0.05                      |
| Muscle    | 4.4 $\pm$ 0.6                      | 7.6 $\pm$ 0.4                                | 7.6 $\pm$ 2.6     | 5.2 $\pm$ 1.6                | ns                           |
| Brain     | 2.4 $\pm$ 2.2                      | 2.2 $\pm$ 0.8                                | 2.8 $\pm$ 1.4     | 1.2 $\pm$ 0.8                | ns                           |

TGF- $\beta$ 1 protein levels were measured in RIPA/acid-ethanol extracts from adult female mice of the indicated strains. Results are mean  $\pm$  SD (n=4). Units are ng/g tissue. Where values differ significantly, the strain showing the highest level of TGF- $\beta$ 1 for a tissue is highlighted in bold.

<sup>a</sup>Mean  $\pm$  Standard Deviation

<sup>b</sup>One-way ANOVA with Tukey's multiple comparison test comparing all four strains with each other.

P-values for indicated pairwise comparisons that show statistically significant differences.

<sup>c</sup>Not significant

Supplementary Table S2: Comparison of TGF- $\beta$ 2 protein levels in tissues from different mouse strains

| Tissue    | BALB/C                      | FVB/N                                           | C57BL/6                          | 129S1                      | p value <sup>b</sup>                          |
|-----------|-----------------------------|-------------------------------------------------|----------------------------------|----------------------------|-----------------------------------------------|
| Spleen    | 4.6 $\pm$ 2.4 <sup>a^</sup> | <b>12.4 <math>\pm</math> 3.0*</b> <sup>^</sup>  | 7.4 $\pm$ 1.0*                   | 8.4 $\pm$ 1.0              | *p<0.05, <sup>^</sup> p<0.001                 |
| Lung      | 11.6 $\pm$ 6.8*             | <b>26.6 <math>\pm</math> 8.4*</b> <sup>^</sup>  | 14.4 $\pm$ 6.6                   | 9.8 $\pm$ 4.0 <sup>^</sup> | *p<0.05, <sup>^</sup> p<0.01                  |
| Kidney    | 3.0 $\pm$ 0.6*              | <b>2.7 <math>\pm</math> 0.4*</b> <sup>^</sup> # | 3.2 $\pm$ 0.4 <sup>^</sup>       | 2.4 $\pm$ 0.2 <sup>#</sup> | * <sup>^</sup> p<0.001, <sup>#</sup> p<0.0001 |
| Liver     | 0.6 $\pm$ 0.2               | 0.4 $\pm$ 0.2                                   | 0.6 $\pm$ 0.2                    | 0.6 $\pm$ 0.2              | ns <sup>c</sup>                               |
| Mam Gland | 3.8 $\pm$ 2.2*              | <b>9.4 <math>\pm</math> 3.6*</b> <sup>^</sup>   | 3.8 $\pm$ 3.0                    | 0.8 $\pm$ 0.6 <sup>^</sup> | *p<0.05, <sup>^</sup> p<0.005                 |
| Uterus    | 4.6 $\pm$ 1.4               | <b>5.4 <math>\pm</math> 2.2*</b>                | 2.6 $\pm$ 1.0                    | 2.0 $\pm$ 1.2*             | *p<0.05                                       |
| Heart     | 0.8 $\pm$ 0.4               | 1.2 $\pm$ 0.6                                   | 1.0 $\pm$ 0.4                    | 2.0 $\pm$ 1.4              | ns                                            |
| Muscle    | 0.2 $\pm$ 0                 | 0.4 $\pm$ 0.2                                   | 0.4 $\pm$ 0.2                    | 0.4 $\pm$ 0.2              | ns                                            |
| Brain     | 1.6 $\pm$ 0.6               | 2.4 $\pm$ 0.8                                   | <b>2.8 <math>\pm</math> 0.4*</b> | 1.4 $\pm$ 0.8*             | *p<0.05                                       |

TGF- $\beta$ 2 protein levels were measured in RIPA/acid-ethanol extracts from adult female mice of the indicated strains. Results are mean  $\pm$  SD (n=4). Units are ng/g tissue. Where values differ significantly, the strain showing the highest level of TGF- $\beta$ 2 for a tissue is highlighted in bold.

<sup>a</sup>Mean  $\pm$  Standard Deviation

<sup>b</sup>One-way ANOVA with Tukey's multiple comparison test comparing all four strains with each other.

P-values for indicated pairwise comparisons that show statistically significant differences.

<sup>c</sup>Not significant

**Supplementary Table S3: Comparison of TGF- $\beta$ 3 protein levels in tissues from different mouse strains**

| Tissue    | BALB/C                     | FVB/N                                         | C57BL/6         | 129S1                            | p value <sup>b</sup>         |
|-----------|----------------------------|-----------------------------------------------|-----------------|----------------------------------|------------------------------|
| Spleen    | 2.8 $\pm$ 1.2 <sup>a</sup> | 2.6 $\pm$ 0.8*                                | 2.6 $\pm$ 0.4   | <b>4.2 <math>\pm</math> 0.4*</b> | *p<0.05                      |
| Mam Gland | 51.6 $\pm$ 18.6*           | <b>69.8 <math>\pm</math> 33.2<sup>^</sup></b> | 31.6 $\pm$ 14.2 | 8.2 $\pm$ 2.6* <sup>^</sup>      | *p<0.05, <sup>^</sup> p<0.01 |

TGF- $\beta$ 3 protein levels were measured in RIPA/acid-ethanol extracts from adult female mice of the indicated strains. Results are mean  $\pm$  SD (n=4). Units are ng/g tissue. Where values differ significantly, the strain showing the highest level of TGF- $\beta$ 3 for a tissue is highlighted in bold

<sup>a</sup>Mean  $\pm$  Standard Deviation

<sup>b</sup>One-way ANOVA with Tukey's multiple comparison test comparing all four strains with each other.

P-values for indicated pairwise comparisons that show statistically significant differences.

**Supplementary Table S4: Comparison of TGF- $\beta$  isoform levels in male and female mice**

|        | TGF- $\beta$ 1   | TGF- $\beta$ 1   | TGF- $\beta$ 2 | TGF- $\beta$ 2 |
|--------|------------------|------------------|----------------|----------------|
|        | Female           | Male             | Female         | Male           |
| Spleen | 1085.4 $\pm$ 243 | 1111.4 $\pm$ 291 | 12.4 $\pm$ 3   | 11.8 $\pm$ 3.4 |
| Lung   | 348.8 $\pm$ 92.8 | 272.2 $\pm$ 25.8 | 26.2 $\pm$ 8.4 | 19.0 $\pm$ 1.8 |
| Kidney | 151.6 $\pm$ 15.0 | 139.4 $\pm$ 54.4 | 5.4 $\pm$ 0.8  | 3.2 $\pm$ 0.4  |
| Liver  | 79.0 $\pm$ 8.4   | 107.2 $\pm$ 30.0 | 0.4 $\pm$ 0.2  | 0.6 $\pm$ 0.2  |
| Heart  | 115.8 $\pm$ 55.0 | 108.8 $\pm$ 51.8 | 1.2 $\pm$ 0.6  | 1.2 $\pm$ 0.4  |
| Muscle | 7.6 $\pm$ 0.4    | 10.4 $\pm$ 5.6   | 0.4 $\pm$ 0.2  | 0.4 $\pm$ 0.2  |
| Brain  | 2.2 $\pm$ 0.8    | 1.8 $\pm$ 0.4    | 2.4 $\pm$ 0.8  | 2.4 $\pm$ 0.2  |

TGF- $\beta$  isoform levels were measured in RIPA/acid-ethanol extracts of tissues from adult male and female FVB/N mice. Results are mean  $\pm$  SD (n=4). Units are ng/g tissue. There are no statistically significant differences between males and females in any isoform for any of the tissues examined (Students t-test).

How the deposited data were processed for this re-analysis (not part of the article)

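RNA from 48 orthotopic mouse mammary tumors, 4 from each of 12 models, had been hybridized to Affymetrix mouse gene arrays, with a separate array for every tumor and no pooling. The authors deposited processed log2 signal for 35556 transcript clusters per array. Upper quartiles of the arrays lay between 8.89 and 9.06, as in values brought to a common scale. The software and the normalization are not given in the sources used here. Strain, origin and replicate number came from the sample labels, which describe independent tumors and give no batch. No pair of arrays was a duplicate.

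Gene names came from the array's probe annotation as supplied with the series, in which 21789 clusters name 1 gene, 1621 name several and 12146 are unnamed. Clusters with 1 gene were kept, and for 999 genes with more than 1 cluster the cluster with the highest mean over the 48 arrays was used, which left 19938 genes. The Entrez gene ID of 21698 clusters matched a RefSeq gene. No filter on dim genes was applied. Coordinates are not printed, because the genome build of the array annotation is not given.

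A linear model with 1 group per tumor model was fitted with limma 3.58.1 in R 4.3.3, and genes were tested with its F-test over the 12 models and with the contrasts F311 minus 4T1 and MVT-1 minus 4T1. BALB/c and FVB/N were compared on model means, with the model as the replicate (5 against 5), since tumors of a model are not independent samples of a strain. A gene passed at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with camera at a preset correlation of 0.01. Isoform levels were summarized as model medians, and permutation tests were 2-sided with 100000 resamples, or exact where groups were small. Isoform signal was also correlated with the scores of 24 gene lists, a score being the mean over the members of log2 signal minus the gene's mean over the 48 tumors. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for figures.

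The genes named are those the paper names (Tgfb1, Tgfb2, Tgfb3, Ppib, Myc and Vegfa); for F311 minus 4T1 and for BALB/c minus FVB/N, the 8 with the largest increase and the 8 with the largest decrease among those that passed and whose groups do not overlap, without predicted symbols; up to 4 members with the smallest p of each list described; and, for the F-test, genes among the 10 with the largest F. Which lists to describe was chosen after the results were seen.

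The fits were tested on simulated data with 200 changed genes among 19938. At a log2 change of 1, 83.5% of the changed genes were recovered for F311 minus 4T1, 82.5% for the F-test with 1 model changed and 70.5% for BALB/c minus FVB/N. At a log2 change of 0.5 the shares were 62%, 52.5% and 39%. In the same order, false calls were 12 of 179, 8 of 173 and 4 of 145 calls at a change of 1. At a change of 0.5 they were 7 of 131, 3 of 108 and 9 of 87. The alternatives tried were quantile normalization, centring each array, the mean of a gene's clusters, leaving out the dimmest 30% of clusters, an intensity trend or a robust prior in limma, a term for the replicate number, only the compared groups in the fit, the methods' t-test and one-way test, model means in place of medians, other list tests, and leaving out each tumor, replicate number or model in turn. After the data were seen, fits without the 9 tumors rich in adipocyte or B cell genes, and with those scores as covariates, were added. Leaving out these tumors kept 2 from F311, 2 from 6DT1 and 3 from 4T1. The protein measurements and in situ hybridizations are not analysed here.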

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

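The count of adipocyte and B cell markers in F311 replicate 1 and Met-1 replicate 2 and the relation of Tgfb1 to mammary gland scores outside 6DT1 were tests chosen after related results were seen, as were the patterns themselves. The other tests had been written down before their results, although the Tgfb1 signal and the scores of each tumor had been seen. Among 60 groups of 4 tumors examined, 7 tumors stood apart from the rest of their model, and chance gives about 1 in 20 groups. Tgfb1 was 10.85 in R3T replicate 2, with the nearest R3T tumor at 11.00. Tgfb2 was 8.73 in EMT-6 replicate 4, with the nearest EMT-6 tumor at 7.74, and 8.47 in Met-1 replicate 2, with the nearest Met-1 tumor at 9.71. The adipocyte score was 3.58 in E0771 replicate 1, with the nearest tumor of the model at -0.05. The B cell score was 3.63 in 4T1 replicate 3, 1.26 in HRM-1 replicate 4 and 0.88 in TS/A-E1 replicate 2, with the nearest tumors of these models at -0.06, -0.15 and -0.04.

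F311 replicate 1 and Met-1 replicate 2 correlated better with each other (r = 0.984 across genes, which are not independent replicates) than with the best of their own models (0.952 and 0.959), and both had low Tgfb2; the only other tumor nearer to another model than to its own was 6DT1 replicate 4. An exchange of their labels is argued against: over 95 genes that part BALB/c (position 0) from FVB/N models (position 1), F311 replicate 1 lay at 0.30 and Met-1 replicate 2 at 0.74, each on its own side of the midpoint. Fat, lymph node and mammary gland tissue in both pieces stay open: 14 of 14 adipocyte and B cell genes were higher in each of these tumors than in every other tumor of its model, but high scores of these same genes drew attention to the tumors, so the count cannot decide it, and the scores of milk proteins (1.75 in F311 replicate 1 and 5.30 in Met-1 replicate 2) and of basal and myoepithelial cells (1.41 and 0.78) were the highest of their models too, with the nearest tumors at 0.91, 3.64, 0.30 and -0.05, while luminal epithelium was highest of its model in F311 replicate 1 (0.24, nearest -0.05) but lowest in Met-1 replicate 2 (-0.10, nearest 0.38). The score of lymph node and dendritic cell genes was the highest of its model in F311 replicate 1 (1.99, nearest 1.32) and in Met-1 replicate 2 (2.41, nearest 0.79). That of T and NK cells was too (1.50, nearest 1.20, and 1.94, nearest 0.13). These scores leave lymph node tissue open. F311 replicate 1 also lay farther toward FVB/N than the other F311 tumors, all at or below -0.0007, which was not tested further. No biological explanation was tested, because the labels give no condition that parts these tumors from their models.

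In 6DT1, Tgfb1 was lower in replicates 2 and 3 than in replicates 1 and 4, by a gap of 1.09 between the means of these pairs. An array-wide difference in scale is argued against, since the gap was 1.03 after quantile normalization, above the pooled SD of 0.24. The low pair had adipocyte scores of 4.00 and 4.32, and differed from replicates 1 and 4 in other scores too: luminal epithelium 0.66 and 0.45 against -1.67 and -1.69, basal and myoepithelial cells 1.67 and 2.49 against -0.72 and -0.67, milk proteins 2.86 and 3.12 against 0.37 and 0.0015, endothelium 1.28 and 1.25 against -0.23 and -0.49, and proliferation -0.97 and -1.51 against -0.32 and 0.022. Fat tissue in the pieces may lower Tgfb1 and stays open: over the 44 tumors of the other models the deviations of Tgfb1 from the model mean and those of the adipocyte score gave r = -0.060 (permutation p = 0.776; rho = -0.22, p = 0.224; r = 0.15 without the 2 farthest tumors), which does not decide it; mammary gland tissue stays open too, since over these 44 tumors Tgfb1 fell with luminal epithelium (r = -0.43, permutation p = 0.0083; rho = -0.47, p = 0.0085; r = -0.46 without the 2 farthest tumors) while the relations to basal and myoepithelial cells (r = 0.087, p = 0.675; rho = -0.16, p = 0.393; 0.43 without the 2 farthest) and to milk proteins (r = 0.32, p = 0.223; rho = -0.024, p = 0.900; -0.25 without the 2 farthest) did not pass. Over the 39 tumors of all models left without those rich in host tissue, Tgfb1 and luminal epithelium gave r = -0.15 (permutation p = 0.491). Met-1 replicate 2, left out there, had the highest Tgfb1 (10.81), lowest luminal score (-0.10) and highest milk protein score (5.30) of its model. The luminal relation therefore cannot decide whether gland tissue lowers Tgfb1. No biological explanation was tested, nor was a wrong label. However, 6DT1 replicate 4 correlated better with MVT-1 replicate 4 (r = 0.992) than with 6DT1 replicate 1 (0.986), the best of its own model.

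Other splits of the same tumors test whether chance can account for the counts of genes. For the 12 models, 1 of 100 splits, the real one, gave 14031 genes or more, and the highest other split gave 364. For F311 against 4T1, 1 of 35 splits reached 3565, and the highest other gave 1762, a large count that points to structure among these 8 tumors beyond the model. For MVT-1 against 4T1, 1 of 35 splits reached 4880, and the highest other gave 38. For BALB/c against FVB/N models, 1 of 100 splits reached 38, and the highest other gave 3. In these 4 comparisons chance alone can be excluded at a share under 0.05.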

How the results depend on the processing

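The 4 gene counts stayed within 1.5 times their value under the alternatives set in advance except as follows. For F311 against 4T1 (3565 genes), the methods' t-test gave 2254 after adjustment and 5640 without. For MVT-1 against 4T1 (4880), 7608 passed with only these groups in the fit and 9171 by the methods' t-test without adjustment. For BALB/c against FVB/N (38), a fit over all tumors of these models with the model as a random block gave 489, and 446 with a replicate term. Counts with 1 tumor left out ran from 13756 to 14270 (12 models), 2777 to 3917 (F311) and 3841 to 4542 (MVT-1), and with 1 model left out from 19 to 44 for strain: 22 without 4T1, 19 without EMT-6, 24 without Met-1 and 21 without MVT-1. Without a replicate number the ranges of medians were 1.17 to 1.24 (Tgfb1), 2.85 to 3.45 (Tgfb2) and 1.92 to 2.20 (Tgfb3), and the isoform r were -0.46 to -0.28, -0.10 to -0.048 and 0.35 to 0.47. The r of Tgfb1 and Tgfb2 reversed to 0.056 without the 2 farthest models. With an estimated correlation 0 gene lists passed in each contrast, against 8, 6 and 10 with the preset one, and fry gave 0 for strain. Of the values of named genes under those alternatives, 1481 kept direction and side of the threshold, 86 lost the call, 5 gained it and 12 reversed, none of them a call. For F311 against 4T1, Ppib was 0.0027 without 4T1 replicate 1 (range -0.084 to 0.0027), and Vegfa (-0.13 to 0.27) -0.053 without 4T1 replicate 4, -0.0029 without F311 replicate 3 and -0.13 without F311 replicate 4. For MVT-1, Ppib was -0.027 after quantile normalization, and Vegfa (-0.24 to 0.099) 0.024 without 4T1 replicate 2 and 0.099 without MVT-1 replicate 2. For strain, Tgfb1 (-0.010 to 0.25) was -0.010 without Met-1, Ppib (-0.025 to 0.070) -0.025 without 6DT1, -0.015 without M6 and -0.0015 without TS/A-E1, and Myc (-0.55 to 0.026) 0.026 without HRM-1. Without the tumors rich in host tissue, a setting chosen after the data were seen, the counts were 14317, 4596, 6142 and 36, and 2927 of the 3565 and 30 of the 38 genes passed again. With the scores as covariates, chosen likewise, they were 14674, 4440 and 6258 (strain not run). Apart from the fewer tumors, models or genes in some fits, the cause was not tested. Weak signal lies near the array background, so differences of dim genes are compressed.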

Other observations

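The relations within models, the lists described, the comparison of E0771 and R3T with the strain genes and the fits without tumors rich in host tissue were chosen or read after the data were seen. F311 and 4T1, both BALB/c models, differed in 3565 of 19938 genes at an adjusted p under 0.05 from limma, 1657 higher and 1908 lower in F311. The balance turned to 2026 higher and 1831 lower after quantile normalization and to 2078 and 1839 without F311 replicate 1. It was 2560 and 2036 without the tumors rich in host tissue, which left 2 F311 and 3 4T1 tumors, here and below. With the scores as covariates it was 2294 and 2146. Gstm1 and Gsta4, which encode glutathione transferases, were higher in F311 by 2.91 (standard error 0.43, adjusted p = 2.5e-06) and 2.98 on the log2 scale, and Aldh1a1, a retinal dehydrogenase, by 2.97. Cldn6, a tight junction protein, was higher by 3.90, Duox1, an oxidase that makes hydrogen peroxide, by 3.53 and Angptl7 by 3.47. Without F311 replicate 1 these were 4.89, 4.50 and 4.27. Ogn, a small matrix proteoglycan, and Sema3c, a guidance protein, were higher by 3.42 and 3.25. The mast cell proteases Mcpt2 and Mcpt1 were lower in F311, at -4.95 and -4.36, as was the cytokine Tslp, at -4.63 (standard error 0.099, adjusted p = 6.4e-31). Of the 7 other genes listed for mast cells and eosinophils none passed limma's test over all genes (1 lower at an unadjusted p under 0.05, camera adjusted p = 0.837, fry 0.800). The growth factor receptor Fgfr2, the hedgehog-binding protein Hhip and the transcription factor Etv1 were at -3.67, -4.37 and -3.55, and Rnase2a and Ccbe1 at -3.60 and -3.56. These genes were picked among those without overlap between the tumors of the models.

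Of 18 genes of latency and activation, 6 were lower and none higher in F311 than in 4T1 tumors (9 lower when adjusted over the list alone), among them Ltbp3, at -1.07, Itgb3 at -1.21 and Ltbp2 at -1.47. Of 12 SMAD pathway genes, 7 were lower and none higher (7 lower when adjusted over the list alone), with Smad3 at -0.85 and Smad7, an inhibitor of the pathway, at -0.90. Camera gave adjusted p = 0.0012 for latency and activation and 0.0013 for the SMAD pathway, and adjusted p = 0.49 for both with an estimated correlation. Of 15 TGF-β target genes, 5 were lower and 1 higher (5 and 1 when adjusted over the list alone). The lower ones included Ltbp2, already counted under latency and activation, and Smad7 and Skil, already counted under the SMAD pathway, so these counts overlap. The higher one was Cdkn2b at 2.17 (standard error 0.29 from a variance pooled over the 12 models, adjusted p = 5.7e-07). Its SD was 1.07 in F311 and 0.10 in 4T1 tumors. The call held in the other settings, with adjusted p up to 0.023. Of 10 proliferation genes, 5 were lower (9 when adjusted over the list alone), with Mcm5 at -0.73 and Mki67 at -0.63. Camera gave adjusted p = 0.00086 for this list and adjusted p = 0.72 with an estimated correlation. Of 17 luminal epithelium genes, 5 were lower and none higher (8 lower when adjusted over the list alone). Camera gave adjusted p = 0.014 for the luminal list and 0.77 with an estimated correlation. Without the tumors rich in host tissue 7 luminal genes were lower and 0 higher. Of 10 hypoxia genes, 3 were lower and none higher (camera adjusted p = 0.033, and 0.77 with an estimated correlation). In the fit without the tumors rich in host tissue 3 hypoxia genes were lower and 1 higher. The median log2 difference of the hypoxia list was -0.34 with all tumors and 0.11 in that fit. Of 13 T and NK cell genes, 4 were higher (7 when adjusted over the list alone), beside B cell scores of 4.61 and 3.00 in F311 replicates 1 and 2; without the tumors rich in host tissue 0 were higher and 1 lower. In that setting 5 latency and activation genes were lower and 0 higher, 7 SMAD pathway genes lower and 2 higher, 4 target genes lower and 1 higher, and 5 proliferation genes lower and 0 higher. With all tumors, of 7 receptor genes 2 were lower and none higher (2 lower and 1 higher when adjusted over the list alone). Tgfb3 was lower in F311, at -0.56 (standard error 0.19, adjusted p = 0.031), with every F311 tumor below every 4T1 tumor (exact permutation p = 0.0286, the smallest that 4 against 4 tumors allow), and the call was lost without F311 replicate 1 (-0.37, adjusted p = 0.177), without 4T1 replicate 1 (-0.47, adjusted p = 0.117) or without 4T1 replicate 4 (-0.54, adjusted p = 0.064), as well as with each array centred (adjusted p = 0.051), with only these groups in the fit (0.105), without the tumors rich in host tissue (-0.43, adjusted p = 0.139) and with the scores as covariates (-0.44, adjusted p = 0.053). Tgfb1 did not pass, at -0.13 (adjusted p = 0.657).

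MVT-1 and 4T1 tumors differed in 4880 genes, 2756 higher and 2124 lower in MVT-1, a contrast in which strain differs too. After quantile normalization 3531 were higher and 1967 lower, and with each array centred 3120 and 1736. With only these groups in the fit 7608 genes passed, 4424 higher and 3184 lower in MVT-1. The counts with 1 tumor left out were below 4880, from 3841 to 4542. Myc, a transgene of the MVT-1 line, was higher in MVT-1 by 1.35 (standard error 0.25, adjusted p = 6.5e-05), while Vegfa was not called, at -0.10 (adjusted p = 0.824). Of 17 luminal epithelium genes, 10 were lower and none higher in MVT-1 (12 lower when adjusted over the list alone), with Krt7, a simple-epithelium keratin, at -4.66, Cldn4 at -4.60 and Grhl2, an epithelial transcription factor, at -3.08. Camera gave adjusted p = 2.8e-10 for the list and adjusted p = 0.59 with an estimated correlation. Of 12 endothelial genes, 8 were lower and none higher (9 lower when adjusted over the list alone), with Kdr, the VEGF receptor, at -1.11 and Tie1 at -0.95; camera gave adjusted p = 0.0023, and adjusted p = 0.74 with an estimated correlation. Mmp9, a protease that can release TGF-β, fell by 3.78 (standard error 0.55, adjusted p = 1.2e-06). Tgfb1 was higher by 0.21 and did not pass in the main fit (adjusted p = 0.385 from limma). Every MVT-1 tumor lay above every 4T1 tumor (exact permutation p = 0.0286, the smallest that 4 against 4 tumors allow). Limma called Tgfb1 with only these groups in the fit (adjusted p = 0.028) and without the tumors rich in host tissue (adjusted p = 0.020). Its SD was 0.08 in MVT-1 and 0.09 in 4T1 tumors, while the pooled SD over the 12 models was 0.24.

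Between the 5 BALB/c and the 5 FVB/N models 38 genes differed, 19 higher and 19 lower in BALB/c. The potassium channel gene Kcnma1 was higher by 6.49 (standard error 0.39, adjusted p = 0.00028), and by 3.16 when its transcript clusters were averaged. The class II histocompatibility genes H2-Ea and H2-Eb1 were higher by 4.26 and 3.07, and the interferon-induced Ifi44l by 3.86. Gdpd3, a phosphodiesterase gene, had -4.20 and Cxxc5 -1.03 (adjusted p = 0.0093 and 0.0034). Lipo3 had 1.76, Morn4 -1.85 and Ttc30b -0.78. Other genes lost the call when 1 model was left out: AI506816 (higher in BALB/c) without 4T1, 6DT1, MVT-1 or Met-1 (adjusted p up to 0.052), Ndufs5 (1.43) without EMT-6, M6 or MVT-1 (up to 0.068), Zfp949 (-1.39) without EMT-6 (0.050443), Trnau1ap (-0.78) without 4T1, F311 or MVT-1 (up to 0.056), Cryzl2 (-1.07) without 4T1, EMT-6, F311, MVT-1, Met-1 or TS/A-E1 (up to 0.068), Fam83a (-1.75) without any model except 6DT1 (up to 0.117) and H2-T24 (1.78) without any of the 10 (up to 0.129). The count of 38 was 22 without 4T1, 19 without EMT-6, 24 without Met-1 and 21 without MVT-1. A fit over all tumors of these models with the model as a random block gave 489 genes, 256 higher and 233 lower in BALB/c. With a replicate term added that fit gave 446. Of 8 interferon response genes none passed limma's test over all genes, 5 were higher in BALB/c at an unadjusted p under 0.05 and 3 when adjusted over the list alone. Camera gave adjusted p = 6.6e-07 for this list, adjusted p = 0.43 with an estimated correlation, and fry gave 0.453. Strain and origin coincide in these models, so they cannot be separated. C57BL/6 E0771, a spontaneous model, was on the BALB/c side for Kcnma1 (13.05) and Gdpd3 (6.34). For these genes 129Sv R3T, an engineered model, was on the FVB/N side (7.83 and 10.47). Ifi44l divided the other way (5.69 in E0771 and 9.41 in R3T), and H2-Ea was on the FVB/N side in both (6.02 and 6.09). Of the 38 genes, 11 divided as Kcnma1 did and 7 as Ifi44l did. Another 13 put both models on the BALB/c side and 7 put both on the FVB/N side. This comparison was not tested. E0771 and R3T are each the only model of their strain, so they do not separate strain from origin either. Strain variants under the probes were not tested, so a probe effect stays open for each of these genes. None of the 3 isoforms was called, with Tgfb2 at 0.62 (adjusted p = 0.813).

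Within models, deviations of Tgfb2 from the model mean over the 48 tumors rose with the score of TGF-β target genes (Pearson's r = 0.66, permutation p = 8e-05, adjusted over 72 relations 0.0047; rho = 0.63, p = 0.00014; r = 0.65 without the 2 farthest tumors and 0.61 without the tumors rich in host tissue) and with the score of latency and activation (r = 0.63, permutation p = 0.00038, adjusted 0.0091; rho = 0.58, p = 0.00099; r = 0.59 without the 2 farthest tumors and 0.50 without the tumors rich in host tissue). Tgfb3 rose with latency and activation as well (r = 0.60, permutation p = 0.0024, adjusted 0.034; rho = 0.52, p = 0.0017; 0.36 without the 2 farthest tumors). Of the 72 relations 6 passed, but that of Tgfb2 with T and NK cells passed in only 1 of 5 other draws of the permutations, with adjusted p from 0.050 to 0.053, and is not taken as a call. Those of Tgfb1 with luminal epithelium (r = -0.72, adjusted p = 0.033; rho = -0.59, p = 0.0011), of Tgfb2 with T and NK cells (r = -0.55, adjusted p = 0.049; rho = -0.45, p = 0.0066) and of Tgfb3 with B cells (r = -0.49, adjusted p = 0.0047; rho = -0.45, p = 0.0030) had r = -0.15 (p = 0.491), -0.19 (p = 0.350) and -0.29 (p = 0.0062) over the 39 tumors left without those rich in host tissue, a setting that narrows the range of the B cell score by design. Across the 12 model medians none of 72 relations passed; the largest, Tgfb3 with latency and activation (r = 0.82, permutation p = 0.0042, adjusted 0.302; rho = 0.40, p = 0.199), had r = 0.17 without E0771 and 4T1.

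In Figure 1E the TGF-β2 panel has points over a far narrower range of protein than the panels of the other isoforms. A candidate explanation, formed from that figure before the array values were seen, is that its protein axis holds the log2 of a multiple of the log2 mRNA median, with a factor of 2, in place of a protein value. Over the 12 models the log2 of that multiple of the Tgfb2 median correlates with the median at r = 0.999, which is close to fixed by the arithmetic and matches the r printed in that panel, and runs from 3.79 to 4.31, within 0.1 of the lowest and highest points of the panel. The hypothesis came from the same panel, so the match is no independent evidence, and a true narrow range of protein stays open because protein per model is not analysed here. The same arithmetic gives 4.32 to 4.48 for Tgfb1 and 4.20 to 4.49 for Tgfb3.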
